# Single-Cell RNA Sequencing of Visceral Adipose Tissue Leukocytes Reveals that Caloric Restriction Following Obesity Promotes the Accumulation of a Distinct Macrophage Population with Features of Phagocytic Cells

**DOI:** 10.20900/immunometab20190008

**Published:** 2019-07-19

**Authors:** Ada Weinstock, Emily J. Brown, Michela L. Garabedian, Stephanie Pena, Monika Sharma, Juan Lafaille, Kathryn J. Moore, Edward A. Fisher

**Keywords:** adipose tissue, obesity, caloric-restriction, weight loss, leukocytes, macrophages, heterogeneity, single-cell RNA-seq, phagocytosis

## Abstract

Obesity can lead to type 2 diabetes and is an epidemic. A major contributor to its adverse effects is inflammation of the visceral adipose tissue (VAT). Life-long caloric restriction (CR), in contrast, results in extended lifespan, enhanced glucose tolerance/insulin sensitivity, and other favorable phenotypes. The effects of CR following obesity are incompletely established, but studies show multiple benefits. Many leukocyte types, macrophages predominantly, reside in VAT in homeostatic and pathological states. CR following obesity transiently increases VAT macrophage content prior to resolution of inflammation and obesity, suggesting that macrophage content and phenotype play critical roles. Here, we examined the heterogeneity of VAT leukocytes and the effects of obesity and CR. In general, our single-cell RNA-sequencing data demonstrate that macrophages are the most abundant and diverse subpopulation of leukocytes in VAT. Obesity induced significant transcriptional changes in all 15 leukocyte subpopulations, with many genes showing coordinated changes in expression across the leukocyte subpopulations. Additionally, obese VAT displayed expansion of one major macrophage subpopulation, which, in silico, was enriched in lipid binding and metabolic processes. This subpopulation returned from dominance in obesity to lean proportions after only 2 weeks of CR, although the pattern of gene expression overall remained similar. Surprisingly, CR VAT is dominated by a different macrophage subpopulation, which is absent in lean conditions. This subpopulation is enriched in genes related to phagocytosis and we postulate that its function includes clearance of dead cells, as well as excess lipids, contributing to limiting VAT inflammation and restoration of the homeostatic state.

## INTRODUCTION

Adipose tissue (AT) contains diverse leukocyte populations, of which the most predominant are macrophages (Møs), which constitute ~5% of cells in the AT of lean mice and humans [1]. Other leukocytes previously described in the AT include dendritic cells (DCs), T cells, natural killer (NK) cells, innate lymphoid cells (ILCs), eosinophils, *etc.* (reviewed in [1]). Previous work has demonstrated that obesity results in quantitative and qualitative changes in the leukocyte compartment. For instance, in the obese AT, Møs increase in abundance to account for ~50% [2] of cells and T cell abundance also increases ~3 fold [3].

Although it is well-established that there are quantitative changes in the leukocyte composition in obesity, there is considerable ambiguity in the field regarding the qualitative changes of the different populations. Some studies suggest that in obesity, several of the visceral AT (VAT) leukocyte populations, such as Møs [4,5], T cells [6,7] and DCs [8,9] exacerbate the inflammatory response and cause insulin resistance. Other work suggests that Møs and DCs are anti-inflammatory in the lean VAT and undergo a phenotypic switch to become pro-inflammatory in obesity, via recruitment of CCR2^+^ monocytes to the VAT and differentiation into inflammatory Møs [10] and DCs [9]. Still, other investigations suggest that the metabolic state of the VAT itself regulates leukocyte abundance and function. For example, the breakdown of lipids (via lipolysis) and secretion of fatty acids by adipocytes during fasting, lipodystrophy and pharmacological activation of adrenergic receptors were shown to rapidly increase leukocyte content in the VAT [11–13].

In general, obese VAT has more leukocytes than lean VAT. Somewhat counterintuitively, weight loss following obesity has also been shown to, at least transiently, elevate AT leukocyte counts in both mice [13] and humans [14], due to local proliferation [15] and increased migration in response to adipocyte lipolysis [13]. However, it is not yet clear what changes occur in leukocyte subtypes in the VAT following weight loss. Caloric restriction (CR) of obese mice was shown to induce rapid AT macrophage (ATM) accumulation, peaking at 3 days post treatment and gradually decreasing thereafter, up to day 42 [13]. In another mouse model of weight loss, it has been shown that feeding mice chow diet following diet-induced obesity results in a sustained inflammatory signature of ATMs [15]. Similarly, weight loss following bariatric surgery modulates the abundance of different leukocyte populations in the subcutaneous adipose tissue, while maintaining the expression levels of several pro-inflammatory cytokines, as measured in whole tissue extracts [16].

Most previous investigations of VAT leukocytes have involved selection of cells according to expression of surface markers, resulting in a biased sampling of known cell types [4,17–19]. These strategies have primarily allowed for the characterization of 2 major subtypes of ATMs, which can be delineated via their surface expression of CD11c. More recently, 8 mononuclear phagocyte populations were described using cell sorting and bulk RNA sequencing (RNA-seq), showing that obesity does not promote a clear inflammatory signature [20]. With single-cell RNA-seq (scRNA-seq), it is now possible to explore the heterogeneity of cellular populations in an unbiased manner [21]. scRNA-seq of 37 individual Mø cells isolated from obese VAT was reported recently, showing 2 main Mø subtypes that can be delineated via their CD9 expression [17]. However, this study used pre-selected markers (CD11b^+^, CD64^+^, F4/80^+^ and Ly6c^−^) to purify Møs, and had very few cells (37 Møs), hindering the ability to identify diverse or more rare populations with any degree of certainty.

We hypothesized that the heterogeneity of VAT leukocytes in general, and Møs in particular, is greater than appreciated previously. To test this hypothesis, we employed scRNA-seq to describe mouse VAT leukocyte heterogeneity in obesity and following a brief period of weight loss. Our analysis found 15 distinct leukocyte subpopulations, of which 7 are Møs. Obesity induced marked alterations in both gene expression and the proportion of VAT leukocytes subpopulations, compared with leaness. Following a brief period of CR, cells largely maintained the gene expression profile of the obese state, and promoted reversion of the cellular abundance of some subpopulations to lean proportions (among them ILC2/Treg and Major Møs). However, most strikingly, CR induced the accumulation of a Mø subpopulation enriched in genes associated with phagocytosis and endocytosis (thus termed Phagocytic Møs). We hypothesize that these Phagocytic Møs are responsible for clearance of apoptotic/necrotic cells in the VAT, and we will present evidence from an independent and direct examination of VAT in CR mice consistent with this.

## MATERIALS AND METHODS

### Animal Studies

All animal procedures were approved by the NYU School of Medicine IACUC Committee (160725–01, approved 7/21/2016). Six-week old C57BL/6J male mice were purchased from Jackson Laboratories and acclimated for 2 weeks in an SPF facility. Mice were maintained in a temperature-controlled (25 °C) facility with a 12-h light/dark cycle. Mice were placed on a diet containing 60% kcal from fat and 0.3% from cholesterol (Research Diets) and injected weekly with 5 mg/kg low-density lipoprotein receptor antisense oligonucleotide for 24 weeks, as described previously [22]. The antisense oligonucleotide was generously provided by Ionis Pharmaceuticals. Mice were given free access to water and food and on weeks 21–23 daily food consumption was measured by weighing the food every other day. On week 24 the obese group was harvested and the calorically restricted mice were given daily 70% of their *ad libitum* consumption of the same high-fat diet.

Burl *et al.* generated single cell suspension from 8 week old male mice and used all stromal vascular cells for single cell RNA-seq (without prior cell sorting) using the 10× Genomics platform [23]. For the purposes of this study, 2268 cells with detectable expression of CD45 were selected for further analysis.

### Adipose Tissue Isolation and Digestion

Mice were euthanized and perfused with 10 mL saline solution to remove peripheral blood and ensure that leukocyte populations found are those residing in the adipose tissue. Perigonadal VAT was isolated and washed with ice-cold PBS. VAT was then minced to 2–3 mm pieces, added 4 mL of enzymatic digestion mix and transferred to gentleMACS C-tubes (130-096-334; Miltenyi Biotec, Bergisch Gladbach, Germany). Tissue was then dissociated using the gentleMACS Octo Dissociator (130-095-937; Miltenyi Biotec, Bergisch Gladbach, Germany), program name: mr_adipose_01, ran 3 times. Suspensions were subsequently filtered with a 100 μm cell strainer, washed with ice-cold PBS and stained for cell-sorting. Adipose enzymatic digestion mix contained 1 mg/mL bovine-serum albumin, 0.77 mg/mL Liberase (0541151001; Roche, Indianapolis, USA), 15.8 mU Hyaluronidase (H3506; Sigma-Aldrich, St. Louis, USA), 25 mU DNAse1 (DN25; Sigma-Aldrich, St. Louis, USA) and 1.5 μM Ca^2+^ in Hanks’ Balanced Salt solution.

### Immunohistochemistry

White adipose tissue was excised, fixed in formalin for 48 h, embedded in paraffin and 5 μm sections were generated. Sections were stained as previously described [24], using anti-F4/80 antibody (1:250, 70076; Cell Signaling Technology, Danvers, USA). The immunofluorescence analyses of multinucleated cells was performed using ImageJ (NIH, Bathesda, MD, USA).

### Flow Cytometry Sorting and Analysis

Single-cell suspensions were added a live/dead cell staining with blue reactive dye (1:250, L23105; Invitrogen (Thermo Fisher Scientific, Carlsbad, USA) and Brilliant Violet 510 anti-CD45 antibody (1:100, 103137; Biolegend, San Diego, USA) and isolated using the BD FACS Aria Iiu (BD Biosciences, San Jose, USA). During cell sorting, cellular debris were excluded with FSC and SSC gating and dead cells excluded with UVB channel negative selection. CD45^+^ cells were then positively selected and purified and processed for single-cell RNA sequencing as described in [25]. Flow-cytometric analysis was performed using the BD LSRII HTS (BD Biosciences, San Jose, USA). In addition to the live/dead and CD45 staining, Brilliant Violet 785 anti-Fcgr4 (1:100, 149535; Biolegend, San Diego, USA) and PE/Dazzle 594 anti-CD31 (1:100, 102429; Biolegend, San Diego, USA) antibodies were used. Data was analyzed using Flowjo version 10.4.2.

### Single-Cell RNA Sequencing

The sorted cells were then loaded onto a 10× Genomics Chromium instrument (10× Genomics, Pleasanton, USA), generating single-cell gel beads in emulsion (GEMs), 200,000 live CD45^+^ cells per experiment, and processed as described previously to sequence the 3’ end of transcripts [25].

### Read Alignment, Barcode de-Convolution, and UMI Counting

We used the Cell Ranger Single Cell Software Suite v. 2.2 to de-multiplex individual cells, process UMIs, and count UMIs per gene, following the standard pipeline and default parameters described at https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger. Briefly, using *cellranger mkfastq* and *cellranger count*, FASTQ files were generated and aligned to the mm10 genome, sequencing reads were filtered by base-calling quality scores, and then cell barcodes and UMIs were assigned to each read in the FASTQ files. The mean read count was 79,505 reads per cell in the obese and 106,584 reads per cell in the CR sample. The filtered gene expression matrices were then used for downstream analyses for both obese and caloric restriction samples.

### Filtering of Cells

To identify low-quality cells and doublets, we looked at the distribution of the percent of mitochondrial genes expressed, the number of UMI in each cell, and the number of genes expressed in each cell. High outliers for the percent of mitochondrial genes expressed were removed, as high mitochondrial expression often indicates cells undergoing apoptosis. High outliers for the number of UMI per cell were also removed as possibly containing doublets, or multiple cells captured in a single GEM.

### Alignment of Datasets Using Canonical Correlation Analysis

After filtering the obese and caloric restriction scRNA-seq datasets that we generated, we merged these data with the Burl *et al.* [23] or Sharma *et al.* data, following the method outlined in Butler *et al.* [26]. Briefly, we identified the top 1000 variable genes in each dataset, used the intersection of the variable genes to perform canonical correlation analysis (CCA), and then aligned the canonical correlation vectors (CCs) using the R package Seurat [27]. In our analysis, we chose to align the first 25 CCs after examining the shared correlation strength as a function of the number of CCs for both sample (the Seurat function *MetageneBicorPlot*). We used the aligned CCs for downstream dimensionality reduction and clustering analyses.

### t-Stochastic Neighbor Embedding (t-SNE), Clustering Analysis, and Definition of Marker Genes

We used the first 25 aligned CCs to run t-SNE [28] dimensionality reduction and find Louvain clusters, using the default resolution of 0.6, using the R package Seurat [27]. For each cluster, we then defined marker genes, using cells from all 3 experiments to identify the top differentially expressed genes, requiring that marker genes for each cluster were expressed in at least 25% of cells in the cluster, and showed higher expression in that cluster than in the other cell populations.

### Data Filtering

Cells from all 3 conditions were merged using the RunMultiCCA function of Seurat [27], as described in Butler *et al.* [26]. The t-SNE procedure [28] was used to reduce the correlation vectors of all 3 samples to a 2-dimensional space, followed by unsupervised clustering. 

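Clusters 10 and 13 carried the transcripts of connective tissue and vessels and were set aside. Cluster 10 was fibroblast or preadipocyte-like (led by Dcn, Clec3b, Col3a1, Mfap5 and Lum, genes of the extracellular matrix and its cells) and cluster 13 was endothelial-like (led by Cldn5, Gpihbp1, Rbp7, Fabp4 and Aqp1, among them junction and capillary genes). Together they held 2.68% of obese cells (95% interval 2.26 to 3.15) and 17.1% of CR cells (15.7 to 18.5). Ptprc, which encodes CD45 (chromosome 1, 138062861 to 138175708, GRCm38), was detected in 20.7% of obese and 11.8% of CR cells of cluster 10, and in 36.7% and 13.1% of cluster 13, against 80.1% and 85.8% of T/NKT cells. After thinning every cell to 1500 UMIs, Ptprc was found in 9.01% and 2.69% of cluster 10, 3.33% and 4.23% of cluster 13, and 53.2% and 60.8% of T/NKT cells. The limit of 30% of cells with Ptprc for setting a cluster aside was chosen after the values were seen. Cluster 13 alone held 0.570% of obese cells, or 1.08% at a resolution of 0.3.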

Three clusters present in obese and CR samples (comprising 2.5% and 18.6%, respectively, of all cells) were excluded from further analysis, since these were of non-hematopoietic origin and did not show expression of CD45 in the scRNA-seq data (data not shown). Although these cells likely arose from contamination during the cell-sorting procedure, they also may be non-hematopoietic cells that have surface CD45 expression, or possibly hematopoietic cells that transdifferentiated.

### Annotating Clusters Using Immgen

To assign clusters and individual cells to main cell types, we used the R package SingleR [29] and default parameters, using Immgen as the reference dataset and the parameter do.main.types = T. This resulted in the most likely main cell type being assigned to either each cluster, based on the average expression profile of the cluster, or each individual cell, using the expression profile of the cell.

### Differential Expression Analysis by Sample

We used Seurat [27] to identify differentially expressed genes by sample for each cluster, using the Wilcoxon test to generate *p*-values. To calculate log fold-change (logFC) values and *p*-values for all variable genes for each cluster, we used the following parameters: logfc.threshold = −Inf, min.pct = 0, min.cells.gene = 0, min.cells.group = 0, genes.use = my.seurat@var.genes. This allowed us to interrogate logFC values for clusters that did not have sufficient cell numbers to achieve statistical significance, but which showed significant differential expression in another cluster.

### Pseudotime Analysis and Branched Gene Expression Analysis

We used the R package Monocle [30] to reconstruct the divergence of cell lineages/trajectories in the cells identified as macrophages in our analysis. Briefly, we first used Monocle to estimate size factors, dispersion, and differential gene expression of the subset of macrophage cells, and then used the top 1000 most differentially expressed genes between the macrophage clusters to order cells in pseudotime. We then defined the branch with the largest proportion of monocytes as the root state of the tree, and plotted the trajectory of each sample (lean, obese, and CR) along the same pseudotime trajectory.

We used the BEAM feature of Monocle to define genes that show significant divergent expression across each branch point in the pseudotime analysis, using default parameters. We then used the top 100 significantly branching genes to interrogate divergent expression patterns across each branch point, and clustering the expression patterns into 4 main types for each branch point.

### GO and KEGG Enrichment Analysis

We used the R package ClusterProfiler [31] to look for enriched functions in the marker genes for each cluster, as well as differentially expressed genes by sample. Specifically, we used the enrichGO and enrichKEGG functions to look for terms that were enriched in particular clusters, and the compareClusters function to look for terms that showed differential enrichment across clusters.

Additionally, we used the online tool Gorilla [32] to cross-validate and further investigate enrichment of GO terms for specific clusters and differential expression analyses. We ran GOrilla using the “Target *vs* Background” option, using all genes with detectable expression in our dataset as the background dataset.

### Statistical Analyses

Data are expressed as mean ± SEM. When testing 3 groups, 1-way ANOVA with Tukey multiple comparisons testing was used, and 2-way ANOVA with Sidak multiple comparisons testing was used when comparing 2 parameters across multiple groups. *P* ≤ 0.05 was considered significant. Data was analyzed using GraphPad Prism 7.05.

## RESULTS AND DISCUSSION

### Single-Cell RNA Sequencing of Lean, Obese and Calorically Restricted VAT Reveals Distinct Subpopulations of Immune cells

Obese individuals have increased cardiovascular risk, and for the majority of them, this is the context of concurrent hyperlipidemia [33]. To identify immune cell (*i.e.*, leukocyte) populations in the VAT in different metabolic states, in a human relevant model, obesity and dyslipidemia were established for 24 weeks, after which VAT explants were obtained. To examine dynamic alterations of the adipose immune cell compartment induced by weight loss, an additional group of mice was calorically restricted following the HFD feeding, adapting a protocol originally reported in [13]. The daily food intake was measured on weeks 21–23 of the HFD feeding and the CR mice were then supplied daily with 70% of the same HFD for additional 2 weeks. Mice undergoing CR lost approximately 12% of their body weight (Supplementary Figure S1A), with ~25% decrease in VAT mass (Supplementary Figure S1B). As previously reported [13], CR promoted an increase in the crown-like structures in the VAT (Supplementary Figure S1C).

Viable CD45^+^ leukocytes were sorted from the VAT, and transcripts of individual cells were sequenced, using the 10× Genomics platform, following the method described in [25]. These data were merged with scRNA-seq data of lean VAT, published recently by Burl *et al.* [23] (Figure 1A). 

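The values given here come from 2 of the libraries, 1 from obese and 1 from CR VAT, each holding the transcripts of viable CD45+ cells sorted from perigonadal fat. By the paper's methods, the mice were given a weekly antisense oligonucleotide against the LDL receptor (5 mg/kg) and ate a diet with 60% of its calories from fat and 0.3% cholesterol for 24 weeks. The CR mice then received 70% of their ad libitum intake for 2 weeks. The sample label of the CR library names a life-long caloric restriction instead, and the paper's description is used throughout. In this droplet assay each RNA molecule is tagged with a cell barcode and a unique molecular identifier (UMI), so that molecules are counted and not reads. The obese library held 42948242 UMIs in 5795 barcodes (medians of 6379 UMIs and 1908 genes per barcode), and the CR library 19696476 UMIs in 3562 barcodes (medians of 4335 UMIs and 1627 genes). The paper reports depth as mean reads per cell, 79505 and 106584. All values here use UMIs.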

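The authors aligned the reads to mm10 and counted UMIs per gene with Cell Ranger, and the deposited tables hold these counts before the filters on outlying cells. Both libraries were filtered and aligned by canonical correlation over 741 shared variable genes, then clustered at a resolution of 0.6. Clusters took the study's class names from fixed lists of marker genes, so "Major MØs" here stands for a Major MØ-like group of clusters, and the same holds for every other class. The lean library was not analysed here. There is 1 library per condition and hence no replicate, so no p-value is given for any difference, and the 95% intervals on shares and ratios cover counting error only. Expression is given as CPM of the summed UMIs of a class, and differences as log2 ratios with 5 CPM added to each side. Doublets were left in, and the automatic threshold of a doublet score marked 1 of the 5262 obese and 0 of the 2987 CR cells that were kept.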

The numbers of cells that passed the quality control filtering were 2268 from lean, 5232 from obese, and 2458 from CR VAT (see Methods). 

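Of the barcodes in the deposited counts, 5262 of 5795 (90.8%) were kept from obese VAT and 2987 of 3562 (83.9%) from CR VAT. High mitochondrial content, a common sign of a damaged cell, removed 464 barcodes from obese VAT (8.01%) and 554 from CR VAT (15.6%). The loss was unequal between cell types. When all barcodes with at least 200 genes were clustered, the filters took 10.4% of obese and 37.5% of CR Major MØs, and 5.60% of obese and 40.1% of CR Resident MØs, but 5.30% and 6.05% of Phagocytic MØs. The limits were set 3 median absolute deviations above each library's median, at 4.84% mitochondrial UMIs for obese and 5.58% for CR VAT.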

Recent advances in scRNA-seq analysis allows for the parallel study of multiple datasets, obtained from separate models, treatments and even species [26].

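The obese and CR libraries formed 20 clusters, of which 16 carried the markers of 14 leukocyte classes, 2 were non-haematopoietic and 2 matched no class. The largest cluster, 1 of 2 named Major MØ, held 14.4% of the 7598 leukocytes in both libraries, and the whole Major MØ class 28.3%. The clusters without a class made up 0.957% of obese and 2.06% of CR leukocytes. One of them was led by Saa3, Slpi and Ccl21a, and the other by the neutrophil genes S100a8 and S100a9 together with the mast cell genes Cpa3 and Mcpt4. In 4 of the clusters over 80% of the cells came from 1 library. The thresholds for naming a cluster were set after the data were seen.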

After merging the 3 datasets (see Methods), we find that we can describe 15 distinct leukocyte populations (Figure 1B), of which the biggest cluster contained 27% of the total leukocytes in the VAT of the merged data (Figure 1C). Single cells from all 3 groups clustered together and showed a high degree of overlap (Figure 1D), indicating that our data merging strategy was successful. Nevertheless, one caveat of this study is that the lean group data were obtained using a different isolation protocol, using younger, normolipidemic mice. To investigate whether age or dyslipidemia significantly influences gene expression on a single-cell level, these data from lean and obese conditions were compared with age-matched lean and obese WT mice obtained from [34]. Results show substantial overlap in gene expression between the samples, according to the mice obesity state (Supplementary Figure S1D,E). Further study will be necessary to fully characterize the additional changes induced by hyperlipidemia, but the overall landscape of immune cells seems highly similar between the two conditions.

### Characterization of Leukocyte Heterogeneity in Cell Types and Their Putative Functions in the Visceral Adipose Tissue

To characterize the main cell types of origin for the clusters, we used SingleR, which leverages the Immgen database to characterize cells by their closest match in an unsupervised manner [29] (Figure 2A). SingleR can run in multiple modes, the main distinction being whether the expression profile of each individual cell is compared to datasets available through Immgen, or whether the average expression profile of a cluster of cells is compared to Immgen. The comparison of average expression profile is equivalent to using expression data obtained by bulk RNA-seq and allows the identification of dominant, relatively large effects on a cluster. However, comparison of individual cell transcriptome can reveal intra-cluster heterogeneity. As a first pass at annotating our merged dataset, we used SingleR to identify the main cell type of each cluster by comparing the average expression profile of individual clusters. 

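MØs made up 60.3% of obese leukocytes (95% interval 58.9 to 61.6) and 49.7% of CR leukocytes (47.7 to 51.7), or 56.8% of both libraries together. They fell into 6 classes spread over 7 clusters. With monocytes and dendritic cells added, myeloid cells reached 80.2% of obese and 67.3% of CR leukocytes.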

As expected, the majority of leukocytes in the VAT are MØs (51%, Figure 2B). 

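Dendritic cells formed 12.8% of the leukocytes of both libraries together, T/NKT cells 8.57%, monocytes 6.37%, B cells 5.57%, ILC2/Treg cells 4.66% and NK/ILC 3.91%. T/NKT cells made up 7.64% of obese leukocytes (6.92 to 8.40) and 10.5% of CR leukocytes (9.32 to 11.8). The T/NKT shares were 9.66% and 14.6% at a resolution of 0.3 and 9.45% and 15.8% with 2000 variable genes, and left their intervals in 5 of 11 alternatives. The DC classes together went from 13.4% (12.5 to 14.4) in obese to 11.4% (10.2 to 12.7) in CR VAT, and the migratory MHCI-presenting DCs within them from 1.54% to 2.02%. These shares do not include lean cells.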

Other leukocytes identified with this analysis are dendritic cells (DCs), T cells, NK cells, monocytes and B cells, comprising 14, 11, 9, 8 and 6% of the leukocytes in the VAT, respectively (Figure 2B). Of the 15 leukocyte subpopulations, SingleR assigned multiple clusters to several cell types, including 7 MØ clusters, 3 DC clusters, and 2 T cell clusters. NK cells, monocytes and B cells were each represented by a single cluster. These data suggest that mononuclear phagocytes are not only the most abundant, but also the most diverse in the VAT.

To examine the possible function of each unique subpopulation, we investigated gene ontology (GO) [35] and KEGG pathway [36] enrichment of the differentially expressed marker genes of each individual cluster (Figure 2C and Supplementary Figure S2A). Our data show that by and large, most leukocyte subpopulations have functions that are distinct from each other, but some pathways seem to be shared across multiple subpopulations. For instance, all mononuclear phagocytes had an enrichment in genes related to the phagosome, while the T cell clusters showed enrichment in Th17 differentiation (Figure 2C). In general, the data suggest that there is little functional overlap between the clusters, indicating that each subpopulation has a unique function.

To further interrogate the heterogeneity of cell types and functions within clusters, which may contain within them distinct subtypes of cells (as described in [29]), we again used SingleR, but this time annotated the main cell type of individual cells within each cluster, as opposed to the average expression of the entire cluster (Figure 2D). This analysis suggests that many clusters are not comprised of a single cell type, so that there is heterogeneity even within a given cluster. For instance, cluster 7, which was identified as NK cells when the expression of all cells was averaged, is comprised mainly (65%) of ILCs and only a minority (25%) of NK cells. This type of analysis may also indicate the origins of the different mononuclear phagocyte subpopulations. Of the 15 AT leukocyte subpopulations, 11 were identified as mononuclear phagocyte, of which clusters 5, 10, 13, 14 and 15 had no cells that were defined as monocytes, indicating they might not be monocyte-derived.

To further characterize the mononuclear phagocyte subpopulations, we examined gene expression of these clusters by identifying marker genes for each cluster, which can be defined as genes with the highest differential expression for a given cluster as compared to all other cells in the dataset. For instance, marker genes for MØs in cluster 10 include *Lyve1, Folr2, Klf2,* and *Gas6* (Figure 2E, Supplementary Table S1), which were all recently shown to be expressed in tissue-resident MØ from the heart [37], aorta [25] and AT [20]. This suggests that cluster 10 contains the resident MØ subpopulation, possibly explaining the absence of monocytes in that cluster. Accordingly, we postulate that clusters 3 and 6 are monocyte-derived, since a large proportion (>30%) of cells in those clusters are classified as monocytes by SingleR, whereas clusters 5, 10, 13, 14 and 15 are of non-monocytic origin. 

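A Resident MØ class with these genes was present in both libraries. Against Major MØs, the hyaluronan receptor gene Lyve1 was higher by a log2 ratio of 4.80 in obese and 5.00 in CR VAT, the folate receptor gene Folr2 by 2.15 and 1.27, the transcription factor gene Klf2 by 1.06 and 0.22, and Gas6, a ligand in the clearance of dying cells, by 3.09 and 2.92. All 4 were among the markers that named the class, so these ratios describe the name and are no independent evidence. In GRCm38 they lie on chromosome 7 (Lyve1, 110850607 to 110863239; Folr2, 101839988 to 101857194) and chromosome 8 (Klf2, 72319033 to 72321656; Gas6, 13465374 to 13494490).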

Interestingly, clusters 1, 8, and 11 have a small percent (<15%) of cells that are classified as monocytes. We postulate that cells in these clusters are of both monocyte-derived and of non-monocytic origin. Otherwise, it is plausible that these clusters are of monocytic origin, with cells in these subpopulations more rapidly differentiating or longer-lived in the adipose tissue. Another particularly interesting leukocyte subpopulation is cluster 15. 

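A small cluster with plasma cell transcripts matched this subpopulation, with 39 obese and 13 CR cells (0.762% of obese leukocytes, 95% interval 0.542 to 1.04, and 0.525% of CR leukocytes, 0.280 to 0.896). Its name rests on markers such as Jchain and Mzb1, which serve antibody assembly. Xbp1, the transcription factor of secretory cells and not one of the markers, stood at 1919 CPM in obese and 1833 CPM in CR VAT, against 65.4 and 77.7 CPM in B cells. The MØ transcripts Lyz2 and C1qa were no higher than in B cells, which should lack them. The lysozyme gene Lyz2 stood at 1071 CPM in obese and 439 CPM in CR VAT (3608 and 498 CPM in B cells), and the complement gene C1qa at 543 and 364 CPM (568 and 547 CPM in B cells). Csf1r, the MØ growth factor receptor gene, stood at 67.2 and 41.2 CPM, against 65.4 and 21.8 CPM in B cells. Comparison of single cells with ImmGen profiles was not repeated here.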

When averaged gene expression was used to define the main cell type (Figure 2A,B), this subpopulation was assigned as MØs; however, when comparing the expression profiles of individual cells to the ImmGen database, it is apparent that most of the cells in cluster 15 are B cells. It was recently shown [38] that B cells can acquire MØ phenotype homeostatically and during inflammation, and it is possible that cluster 15 contains such MØ-like B cells. With that said, cluster 15 is the smallest of the clusters and therefore difficult to define marker genes with high statistical power, so in future studies we will analyze more cells to confirm the present findings.

Taking into consideration the information about cell type distribution in each cluster, as well as the differentially expressed genes and pathway analysis, we have assigned names to the different leukocyte subpopulations in our dataset (Figure 2E). Notably, we were unable to identify any eosinophil cluster, although this cell type was reported to be abundant (~5% of the stromal vascular fraction) in the lean VAT [39]. Hence, we searched for cells expressing the eosinophil marker SiglecF [39] (Supplementary Figure S2D) and found that cells expressing it are dispersed in different clusters and the abundance of the cells with detectable expression is generally low (a total of 0.64% of cells across all conditions). 

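Siglecf transcripts (chromosome 7, 43351341 to 43359531, GRCm38) were found in 44 of 5121 obese leukocytes (0.859%) and 10 of 2477 CR leukocytes (0.404%), or 0.711% of both libraries. The positive cells lay in 12 of the 18 leukocyte clusters. No T/NKT cell, a type that should lack Siglecf, held a UMI of it (0 of 391 in obese, 0 of 260 in CR VAT; 3 counts of the total give 0.767% and 1.15%, and the exact 95% intervals reach 0.939% and 1.41%), at median depths of 3302 and 2600.5 UMIs, against 6740.5 and 4802 over all kept cells. With every cell thinned to 1500 UMIs the shares were 0.215% in obese and 0.161% in CR VAT, so that depth sets much of their size.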

The absence of an eosinophil cluster might be due to a loss of AT eosinophils during obesity, a phenomenon that was previously described [20,39]. Another possibility is that in our conditions the eosinophil transcriptome was not unique enough to identify it as a separate cluster. It is also possible that there is a bias in the capture efficiency of different cell types with the scRNA-seq platform [40]. For example, some leukocyte subpopulations may be more sensitive to perturbations at certain steps of the VAT digestion/FACS/10× Genomics procedures than others, and do not survive. Nonetheless, our unique dataset allows the characterization of the leukocyte subpopulations that were captured in different metabolic conditions and subjected to identical procedures.

### MØ Heterogeneity in the VAT Show 7 Subpopulations with Distinct Inflammatory and Metabolic Functions

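MØs split into Major, Phagocytic, Resident, Stem-like, Heme and B cell-like classes, and monocytes formed a cluster of their own. The Heme MØs, named from haemoglobin and heme synthesis genes, made up 2.21% of obese and 3.03% of CR leukocytes, and Ptprc was detected in only 26.5% and 12.0% of them. RNA content differed widely between the classes. Obese Stem-like MØs, which express cell cycle genes, held a median of 10620 UMIs per cell, Major MØs 7998, Resident MØs 6056, monocytes 5907 and Phagocytic MØs 4458. No cluster of the main clustering took the name Activated MØ. One did in 7 of 11 alternative clusterings, with 320 to 782 obese and 52 to 203 CR cells, namely without filters, with 5 MADs, with 15 or 35 vectors, at a resolution of 1.0, with 2000 variable genes and with the highest doublet scores removed.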

Single-cell analysis showed that ATMs are both the most abundant and the most heterogeneous population, with 7 of 15 clusters (Major, Phagocytic, Activated, Resident, Stem-like, Heme and MØ-like B cells) identified as MØs and another monocytic cluster (cluster number 4). We therefore decided to focus our next set of analyses on the ATM subpopulations.

VAT MØs were previously shown to participate in metabolic processes in (e.g., recycling the lipids secreted by adipocytes [41], producing Igf1 to regulate fat mass [42], and promoting thermogenesis [11]). Indeed, the KEGG and GO analysis of our data show that VAT MØs were enriched in many pathways related to metabolic processes, especially of lipids, such as oxidative phosphorylation, glycerolipid metabolism, and arachidonic acid metabolism (Supplementary Figure S2B, C). Similar to the non-MØ subpopulations in our dataset, the MØ clusters seemed to have mainly non-overlapping functions, demonstrated by uniquely enriched KEGG pathways (Supplementary Figure S2B) and GO terms (Supplementary Figure S2C).

Taken together, these data suggest that different MØ clusters have distinct metabolic functions in the VAT. Another interesting observation is that several clusters found in our VAT scRNA-seq dataset share transcriptional profiles with MØs that we recently described from atherosclerotic lesions [25]. Specifically, Trem2^hi^, Retnla^hi^Ear2^hi^, Folr2^hi^, IFN signature^hi^ and Ebf^hi^CD79a^hi^ populations previously described by our group share many genes with the Major MØ, Activated MØ, Resident MØ, Monocytes and B cell clusters, respectively (data not shown). These observations require further investigation to interrogate the similarities and differences in leukocyte subpopulations between atherosclerotic plaques and VAT.

### Identification of the Major MØ Cluster and Its Expansion in Obesity

Of the ATM clusters, the most predominant is the Major MØ, accounting for almost half of the ATMs in our merged single-cell dataset (Figure 2F). 

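Major MØs were 49.9% of the MØs of both libraries together. They formed 58.2% of obese MØs (95% interval 56.5 to 60.0) and 28.9% of CR MØs (26.4 to 31.5). The class was made of clusters 1 and 2 in both conditions, with 51.9% of obese and 44.9% of CR Major MØs in cluster 1.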

We speculate that this subpopulation is mostly tissue-resident, of embryonic origin, and partially monocyte derived, since this cluster contains 5% monocytes, as assigned by SingleR (Figure 2D). Furthermore, gene expression of this cluster follows similar patterns as the Resident MØ cluster (Supplementary Table S1), with increased expression of markers associated with resident cells, such as *Folr2* and *Gas6* [37]. However, the Resident MØ cluster expresses these genes more robustly, while the Major MØs show higher expression of genes that are associated with lipid metabolism, such as *Apoe* and *Sepp1*, as well as genes associated with MHCII-related antigen presentation, for instance *H2-Eb1*, *H2-Aa* and *CD74* (Supplementary Table S1).

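In obese VAT, Apoe, the apolipoprotein that carries lipid out of MØs (chromosome 7, 19696109 to 19699188, GRCm38), stood at 17705 CPM in Resident and 13576 CPM in Major MØs (log2 ratio of Resident to Major 0.38). In CR VAT it stood at 18014 and 14175 CPM (0.35). Sepp1, the selenium transport protein (chromosome 15, 3268547 to 3280508), was higher in Resident MØs by a log2 ratio of 0.84 in obese and 1.24 in CR VAT. The MHCII genes were close between the classes in obese VAT, with H2-Eb1 at 0.08, H2-Aa at 0.08, H2-Ab1 at −0.01 and Cd74, the invariant chain, at −0.02. In CR VAT they were lower in Resident MØs (H2-Eb1 −0.22, H2-Aa −0.14, H2-Ab1 −0.25, Cd74 −0.25). The Major class joins 2 unlike clusters. In cluster 2, which Apoe and Sepp1 lead, Apoe stood at 24820 CPM in obese and 19726 CPM in CR VAT, above Resident MØs in both, and Sepp1 at 5490 and 3244 CPM, against 5133 and 4943 CPM in Resident MØs. In cluster 1 Apoe stood at 6327 and 9680 CPM and Sepp1 at 1159 and 1164 CPM. H2-Eb1 stood at 10233 and 5930 CPM in cluster 2, 4837 and 4019 CPM in cluster 1, and 7370 and 4184 CPM in Resident MØs. Apoe and Sepp1 were among the Major MØ markers. H2-Eb1 and H2-Aa in obese VAT turned below 0 under 4 alternatives, to −0.0049 and −0.010 with TMM factors, −0.11 and −0.11 with per-cell CPM, −0.10 and −0.10 with cells thinned to 1500 UMIs, and −0.27 and −0.22 without alignment. Without alignment they stood at −0.78 and −0.74 in CR VAT, and Apoe in CR VAT at 0.03.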

It has been established in many previous studies that ATMs expand and dominate the obese VAT (reviewed in [1]); however, the specific characteristics of these MØs remain incomplete. To understand how obesity influences the VAT leukocyte population, and MØs specifically, we first examined the proportion of each cluster in lean versus obese conditions. Indeed, our data confirm the long-standing notion [1] that MØ abundance increases in the obese VAT (Figure 3A). Strikingly, the obese adipose tissue shows a dramatic increase in the Major MØ subpopulation (16% in lean *vs* 38% in obese, Figure 3A). 

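Major MØs made up 35.1% of obese leukocytes (95% interval 33.8 to 36.4; 1798 of 5121 cells), more than any other class in that library. The next largest obese classes were Resident MØs and T/NKT cells. Lean VAT was not analysed here. The share depended on the clustering. It was 21.0% without the mitochondrial and UMI filters, 23.6% with 15 vectors, 24.9% with 35 vectors, 25.8% at a resolution of 1.0, 25.9% with 5 MADs, 26.6% with the highest doublet scores removed and 27.4% with 2000 variable genes, all clusterings with an Activated MØ cluster, and 34.1% to 36.1% in the 4 alternatives without one.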

Another noticeable difference is the acquisition of a MØ subpopulation in the obese state that is absent in lean VAT (Figure 3A). Investigation of KEGG pathways enriched in marker genes for this particular MØ subtype was not insightful; thus, in order to identify the possible function of this subpopulation, we used Gorilla [32], another program for GO terms identification. This program calculates GO term enrichments from a gene list, compared to a background list provided by the user, increasing the specificity of the search [32].

In our analysis, we compared the marker genes for this MØ subpopulation in obese VAT, but absent in lean VAT, to a baseline gene list that contained genes with detectable expression in our dataset that were not differentially expressed in any of the MØ subpopulations. Results of this analysis included GO terms involved in phagocytosis (“regulation of phagocytosis”, GO:0050764, *p*-value = 3.84 × 10^−10^) and endocytosis (“regulation of endocytosis”, GO:0030100, *p*-value = 4.53 × 10^−10^), hence we named this subpopulation Phagocytic MØs (Supplementary Table S2). 

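In these values the class was clustered again without its naming markers and without the genes of Table S3. None of the genes named here thus shaped the clusters. Which cluster took the name still rested on the whole marker list, with Fcgr4 and Pecam1 among its genes. None of the ratios given here is thus fully independent of the name. Phagocytic MØs then held 382 obese and 590 CR cells. Against all other leukocytes, the IgG receptor gene Fcgr4 was higher by a log2 ratio of 4.52 in obese and 3.40 in CR VAT, the adhesion gene Pecam1 by 2.61 and 1.52, the apoptotic cell receptor gene Axl by 1.53 and 2.11, the inflammasome adaptor gene Pycard by 2.23 and 2.28, and Fcer1g, the signalling chain shared by Fc receptors, by 1.69 and 1.92. Of the Table S3 genes that could be measured, 81 of 83 were higher than in other leukocytes in obese VAT and 86 of 86 in CR VAT. Against the other MØs alone, in the clustering with all genes, the counts were 76 of 83 and 83 of 86. The study chose this list on the same samples, so these counts are not independent evidence. In GRCm38, Fcgr4 lies on chromosome 1 (171018920 to 171029761), as does Fcer1g (171229572 to 171234365), Pecam1 on chromosome 11 (106654217 to 106750628), and Axl (25757273 to 25788705) and Pycard (127989708 to 127993867) on chromosome 7.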

Genes expressed by this MØ subpopulation involved in phagocytosis/endocytosis include *Fcgr4, Pecam1, Axl, Pycard, Fcer1g* (for more, please see Supplementary Table S3).

Interestingly, most other MØ subpopulations remained proportionally similar when comparing the lean and obese VAT, while the majority of the other leukocyte subtypes diminished. We speculate that there is an interaction between the different MØ subtypes that governs their abundances in VAT and that the expansion of the Major and Phagocytic MØs results in a proportional decrease in other leukocyte subtypes, such as ILC2/Treg, NK and DCs. Another possibility is that the absolute numbers of non-MØ subpopulations do not change, but the increase in MØ abundance results in their proportional decrease. From the single-cell RNA data alone, we cannot determine whether the absolute number of these leukocytes was different between the lean and obese state, since the total cell number captured in the 10× Genomics platform and passing quality control differs between experiments, and is assumed to be largely stochastic. Hence, all single-cell RNA sequencing experiments inherently result in estimates of proportion of cell type rather than estimates of absolute number of cells.

We also noted that obesity drives extensive transcriptional changes in VAT leukocytes (Figure 3B,C and Supplementary Figure S2A). To investigate whether obesity affects the same genes across multiple clusters, we investigated genes that showed at least a 1.5 fold increase or decrease in expression in any of the leukocyte subtypes in obesity relative to lean VAT. We then calculated log fold-change values for these genes in all of the leukocyte subtypes, and used hierarchical clustering to identify patterns of expression changes across cell types. Generally, leukocyte subpopulations showed significant overlap in the pathways transcriptionally modulated during obesity (Figure 3C and Supplementary Figure S2A). Heatmaps for the MØ (Figure 3C) and non-MØ (Supplementary Figure S2A) subpopulations show that genes that show the greatest change in expression in obese as compared to lean mice are shared across most or all clusters. However, genes with more moderate changes in obesity tend to differ in just a few clusters, but retain similar trends of expression across clusters. For example, in the MØ subpopulations, genes that are highly upregulated during obesity are associated with cytoplasmic protein translation (Figure 3C), which is similar to non-MØ clusters (Supplementary Figure S2A). Other genes upregulated during obesity in the non-MØ subpopulations are associated with response to interferon-ɣ (IFNγ) and antigen processing and presentation. IFNγ was previously implicated in worsening of obesity-related AT inflammation [43–45]. However, since our results show that many clusters upregulate IFNγ response genes it is important to investigate IFNγ effects on specific VAT leukocytes, to understand the contribution of this pathway per cell type. This analysis did not include the Phagocytic MØ subpopulation, which was absent in the lean VAT.

Genes that were downregulated in obese ATMs are associated with positive regulation of cell migration. This is consistent with previous studies [46,47], showing that obesity enhances the retention of MØs in the VAT. Finally, by performing scRNA-seq analysis in obese VAT leukocytes we hoped to distinguish between subpopulations that alter the metabolic phenotype versus those that influence the inflammatory phenotype. However, our data suggest that in a given single-cell subpopulation, genes related to both inflammation and metabolism are altered, indicating that many molecular pathways respond to obesity in each subpopulation of cells. Thus, we hypothesize that the dysregulation in the proportion of different leukocyte subpopulations in obesity could play a major role in both the inflammatory and metabolic responses.

### Short Term Caloric Restriction Following Obesity Induces Partial Recovery of Leukocyte Population Proportions to Those in the Lean State

After investigating the gene expression response to obesity on a single-cell level, we next interrogated the influence of CR-induced weight loss on VAT leukocyte subpopulations. As described previously [13], after the establishment of diet-induced obesity, a group of mice were calorie restricted by providing them daily (for a total of 2 weeks) with 70% of their *ad-libitum* HFD consumption. Importantly, the diet composition itself was unaltered, to ensure that any changes observed are due to the CR and not other factors, such as dietary fat content or other macro or micro-nutrients.

The most striking difference in the CR VAT is the accumulation of the Phagocytic MØ subtype. This subpopulation, which is absent in the lean condition, is the largest immune subpopulation in CR VAT, comprising 30% of CR leukocytes, versus only 7% in the obese VAT (Figure 4A). 

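Phagocytic MØs made up 22.4% of CR leukocytes (95% interval 20.7 to 24.1; 554 cells) and 7.17% of obese leukocytes (6.47 to 7.91; 367 cells), in the same cluster in both libraries. In CR VAT they were the largest class and the largest cluster. Among MØs alone they formed 45.0% in CR (42.2 to 47.8) and 11.9% in obese VAT (10.8 to 13.1). Clustered without their naming markers and the Table S3 genes, they formed 23.8% of CR and 7.46% of obese leukocytes. The paper states that the kinds of ATMs change in CR in addition to their abundance.

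**Figure D1:**
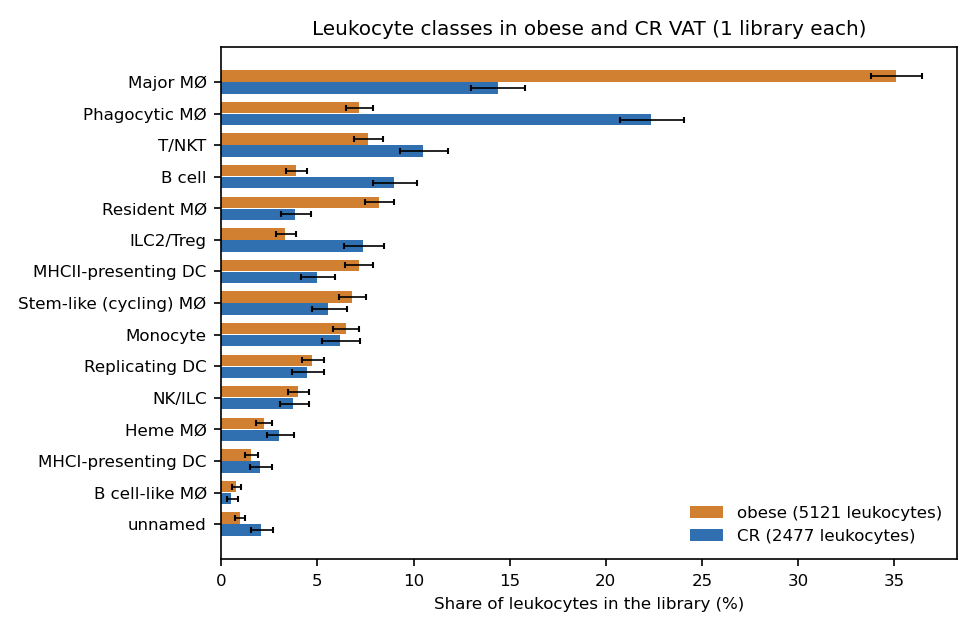
Share of leukocytes in each class in obese and CR VAT. Bars are shares of the leukocytes of 1 library each and error bars are exact 95% binomial intervals, which cover counting error only.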

As in other clusters, Phagocytic MØs show transcriptional changes between the obese and CR treatments (Supplementary Figure S4A). It has been previously reported that upon CR there is an initial increase in ATMs, followed by a gradual decrease, until the VAT MØ content resembles lean proportions [13]. 

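In Phagocytic MØs, genes of MHCII presentation were lower in CR than in obese VAT, with 6 of 6 measured genes below 0, from −3.51 to −1.58 on the log2 scale (median −3.23, percentile 0 among 10000 matched random lists). H2-Eb1, an MHCII chain, went from 2822 to 244 CPM, and Cd74 from 10685 to 1068 CPM. Also lower were the lysozyme gene Lyz2 (−3.23), the monocyte chemokine receptor gene Ccr2 (−3.11) and Retnla (394 to 10.6 CPM), a gene of alternative activation. Higher in CR were Ptgs2, the inducible prostaglandin synthase (2.71 to 63.5 CPM, 3.15), the B cell chemokine gene Cxcl13 (2.24), the antiviral gene Rsad2 (2.15) and Fcgr4 itself (3079 to 4727 CPM, 0.62). The stromal genes Dcn (2.76), Igfbp7 (2.73), Mgp (2.40) and Col3a1 (2.23) were higher too, in a library that held more fibroblast-like cells. The size of the MHCII difference depended on which cells counted as Phagocytic. Without alignment of the libraries its median was −0.86, and over the Fcgr4-high cells of the class alone (225 obese, 479 CR), a choice made after the values were seen, it was −1.96.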

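The obese part of the class was mixed in these genes. With every cell thinned to 1500 UMIs, 48.0% of obese Phagocytic MØs held fewer than 5 UMIs of MHCII genes, and the lower and upper quartiles were 2 and 37 UMIs. In CR VAT 87.9% held fewer than 5. The share among T/NKT cells, which should lack these genes, was 66.0% in obese and 88.8% in CR VAT. Obese Phagocytic MØs under that limit held a mean of 6.40 Fcgr4 UMIs, and those above it 3.31. The limit of 5 UMIs was chosen after the values were seen. Lysosomal genes had a median of −0.09 (16 of 27 lower in CR; 0.05 without alignment), with the protease gene Lgmn at −1.33 and Psap, which encodes activators of lipid breakdown, at −0.85. Genes of cell migration had a median of −0.54 (4 of 7 lower).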

Our study now shows that in addition to alteration in abundances, there is a change in the “flavors” of CR ATMs. It will, thus, be interesting to investigate dynamic changes in the leukocyte subpopulations over longer periods of time post-CR, to determine whether there are remnants of obesity or CR. In humans, an increase in subcutaneous ATM content was reported following extreme hypocaloric diet [14]. It will be interesting, then, to interrogate whether the Phagocytic MØs described herein are similar to the ones that accumulate in human AT.

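Major MØs, the largest class in obese VAT, made up 14.4% of CR leukocytes (95% interval 13.0 to 15.8). Stem-like MØs, which carry cell cycle transcripts, made up 6.82% of obese (6.14 to 7.54) and 5.57% of CR leukocytes (4.7 to 6.55). The clusters named ILC2/Treg made up 3.34% (2.86 to 3.87) and 7.39% (6.39 to 8.49). Of these, cluster 14 held 1.97% and 3.92%. Cluster 16 held 1.37% and 3.47% and met the naming rule, but Il17a and Cd163l1, genes of IL-17-producing T cells, were among the genes that led it, so it may be of another lymphocyte type. The ILC2/Treg share ran from 1.13% to 1.37% in obese and from 2.18% to 3.55% in CR VAT with 15 or 35 vectors, a resolution of 0.3 or 2000 variable genes. The CR share of Major MØs was 8.56% with 15 vectors and 9.39% without alignment, and that of Stem-like MØs was 3.36% without alignment.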

Notably, examination of the proportions of the different VAT leukocyte subtypes post-CR revealed that 3 subpopulations (Major MØs, Stem-like MØs and ILC2/Treg) reverted back to lean VAT frequencies (Figure 4A). Diminished VAT Treg was reported to associate with obesity and enhanced VAT inflammation [48], however, the effects of CR following obesity on Tregs have remained unclear in the literature. Our data suggest that CR restores VAT Tregs to lean proportions and we postulate that these cells are important for resolution of obesity-related inflammation. 

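Monocytes made up 6.46% of obese (95% interval 5.81 to 7.17) and 6.18% of CR leukocytes (5.26 to 7.20). MHCII-presenting DCs made up 7.15% (6.46 to 7.89) and 4.97% (4.14 to 5.90), Replicating DCs 4.75% (4.18 to 5.36) and 4.44% (3.66 to 5.33), and NK/ILC 3.98% (3.46 to 4.56) and 3.75% (3.04 to 4.58). The intervals of the 2 libraries overlap for monocytes, Replicating DCs and NK/ILC. Without alignment, monocytes made up 13.8% of obese (12.9 to 14.8) and 8.85% of CR leukocytes (7.75 to 10.1), and these intervals do not overlap. The lean side of this comparison was not analysed here.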

Interestingly, leukocyte subpopulations that decreased in obese VAT (Monocytes, MHCII-presenting DCs, Replicating DCs and NK/ILC) did not revert to lean proportions with CR. 

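Resident MØs made up 8.22% of obese (95% interval 7.48 to 9.01) and 3.84% of CR leukocytes (3.11 to 4.67). B cells made up 3.91% (3.39 to 4.47) and 9.00% (7.90 to 10.2). Without alignment, Resident MØs made up 2.50% of CR leukocytes. No cluster of the main clustering was named Activated MØ, so no main share is given. Of the CR cells that formed one without filters, the filters removed 57.1%, against 16.2% of the obese ones.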

A third group of VAT leukocyte subtypes (Phagocytic MØs, Activated MØs, B cells and Resident MØs) showed unique proportions after CR that did not resemble lean or obese conditions.

### Gene Expression Following CR Primarily Remains Similar to the Obese State than the Lean State, with Genes That Are Recovered Involved in Antigen Presentation and Phagosome Pathways

Next, in addition to comparing leukocyte heterogeneity across the different groups, we questioned whether gene expression following CR was similar to obese VAT, or whether there was a recovery to lean conditions. To do so, we looked at the subset of 783 genes that showed statistically significant differential expression between at least one pairwise comparison of the samples (obese *vs* lean, CR *vs* lean, or CR *vs* obese) in at least one cluster.

We then characterized each gene in each cluster as either “recovered” from obesity (gene expression in CR is closer to lean than to obese), “not recovered” (gene expression in CR is closer to obese than lean), or “different” (gene expression in CR is more than 10% different from both obese and lean, and not intermediate to obese and lean, Figure 4B). This analysis does not include the Phagocytic MØ subpopulation, since it was absent in lean conditions. Our results show that across clusters, 16.1–25.9% of genes that were differentially expressed in obese VAT have recovered following CR and are expressed similarly in the CR condition to the lean condition (Figure 4B). Interestingly, the proportion of recovered genes is largely similar across all leukocyte subtypes. Accordingly, the largest proportion of genes in most clusters did not recover with CR and their expression is similar to that of the obese. This was to be expected, since CR was performed for only 2 weeks. Notably, a large proportion of genes in each cluster has a unique expression pattern in the CR condition that is not similar to either the obese or lean states (“Different”, Figure 4B).

We further investigated the genes that fall into the categories of “Recovery”, “No Recovery” and “Different”. To understand whether these genes change in a coordinated fashion, we first looked into the overlaps across clusters of genes in each of the categories (e.g., “Recovery”, “No Recovery” and “Different”). Our data show that most genes that did recover and reverted back to the lean state following CR did so in only one or a handful of clusters (Figure 4C). Conversely, for non-recovered genes (those that remained similar to the obese state), there was a nearly-normal distribution in the number of clusters in which a given gene remained similar to that of the obese state, showing that many of the non-recovered genes are shared among many clusters (Figure 4C). Finally, genes that show an expression level unique to the CR state (“Different”) showed a nearly bimodal pattern in cluster overlap, with most genes categorized as “Different” in just a few clusters, but an excess of genes that were categorized as “Different” in all or most clusters (most of which were ribosomal genes, Supplementary Figure S4B).

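Between obese and CR VAT, the median log2 ratio of the cytoplasmic ribosomal protein genes was below 0 in 13 of 13 classes with enough cells, from −0.03 in Stem-like MØs to −1.09 in Heme MØs. In Heme MØs the median over all 531 measured genes was itself −0.65, and the next lowest ribosomal median was −0.32 in MHCI-presenting DCs. In Major MØs 64 of 85 of these genes were lower in CR (median −0.14), such as Rps12 (−0.42), and in Phagocytic MØs 61 of 85 (median −0.11). These medians stood at percentiles 14.9 (Major) and 4.97 (Phagocytic) among 10000 random lists matched on expression, a description of these libraries.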

When investigating the pathways enriched in the “Recovery”, “No Recovery” and “Different” groups in each cluster, it was apparent that pathways were shared across many clusters (Figure 4D). Moreover, there were many overlapping pathways between the “Recovery”, “No Recovery” and “Different” gene sets (Figure 4D), with significant variation in the number of differentially expressed genes in each pathway (depicted in Figure 4D as the dot size). For instance, genes that recovered, did not recover, or showed divergent expression with CR, were all enriched for the “Antigen processing and presentation” and “Phagosome” pathways. However, the proportion of genes related to these pathways was largest in the “Recovery” and smallest in the “Different” group. The fact that the pathways are mostly shared between the “Recovery”, “No Recovery” and “Different” gene sets and across clusters suggest that these pathways are most sensitive to the metabolic alterations introduced by obesity and subsequent CR. Moreover, it has been previously reported that MØ phagocytosis is impaired in obesity [49]. Our data show that many phagosome related genes are recovering during CR, implying a restoration of this pathway toward normal capacity. Some other pathways in this analysis seemed to be more exclusive to the “No Recovery” group, such as the MAPK signaling and C-type lectin receptor signaling pathways, which may indicate that these pathways are less sensitive to CR.

After establishing that the pathways altered in CR are shared among clusters, we again examined whether individual gene expression changes are coordinated between clusters. 

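Immediate early and heat shock genes, which cells switch on within minutes of stimulation or handling, had a median above 0 in 11 of 13 classes. In Major MØs 13 of 17 genes were higher in CR (median 0.39), led by Ier3 (1.29) and Hspa1a (1.12) and with Egr1 at 0.79, in Phagocytic MØs 12 of 16 (median 0.37), led by Fosb (1.42) and Jun (1.08), and in T/NKT cells 15 of 17 (median 0.56). The MHCII genes had medians below 0 in 11 of 13 classes. Among the largest ratios in both Major and Phagocytic MØs were those of Cxcl13 (Major, 0.866 to 103 CPM) and Retnla (Major, 1944 to 341 CPM). Fcgr4 was among them in Major MØs alone (132 to 686 CPM, 2.34). In Major MØs without alignment, Cxcl13 stood at 2.24, Retnla at −0.74 and Fcgr4 at 0.19. Hspa1a has a near-identical copy, Hspa1b, to which its reads can belong.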

Like the response to obesity, our data show that gene expression is altered similarly across multiple clusters (Supplementary Figure S4C). 

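In Major MØs, 6 of 6 measured MHCII genes were lower in CR than in obese VAT (median −0.43 on the log2 scale, percentile 0.1 among matched random lists), among them H2-Eb1 (6952 to 4874 CPM), H2-Aa (−0.46) and H2-DMa (−0.48), which loads peptides onto MHCII. The median was also below 0 in monocytes (−0.56), Resident MØs (−0.64) and Stem-like MØs (−0.96). Lymphocytes that should express little MHCII had lower values still, at −1.64 in T/NKT cells, −1.81 in NK/ILC and −3.14 in ILC2/Treg cells. The professional antigen presenting cells stood near 0, with B cells at −0.14, MHCII-presenting DCs at −0.04, Replicating DCs at 0.06 and MHCI-presenting DCs at 0.11. The MHCII median of Major MØs ran from −0.64 to −0.28 over the alternatives, the latter over Major MØs with no Fcgr4 UMI. Of CR Major MØs 21.9% held fewer than 5 MHCII UMIs of 1500 (4.23% in obese VAT), and these held a mean of 3.19 Fcgr4 UMIs (0.0658), so some cells of the CR class resemble Phagocytic MØs. With the highest doublet scores removed the median was −0.78 in T/NKT cells, −0.88 in NK/ILC, −2.98 in ILC2/Treg cells and 0.06 in B cells.

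**Figure D2:**
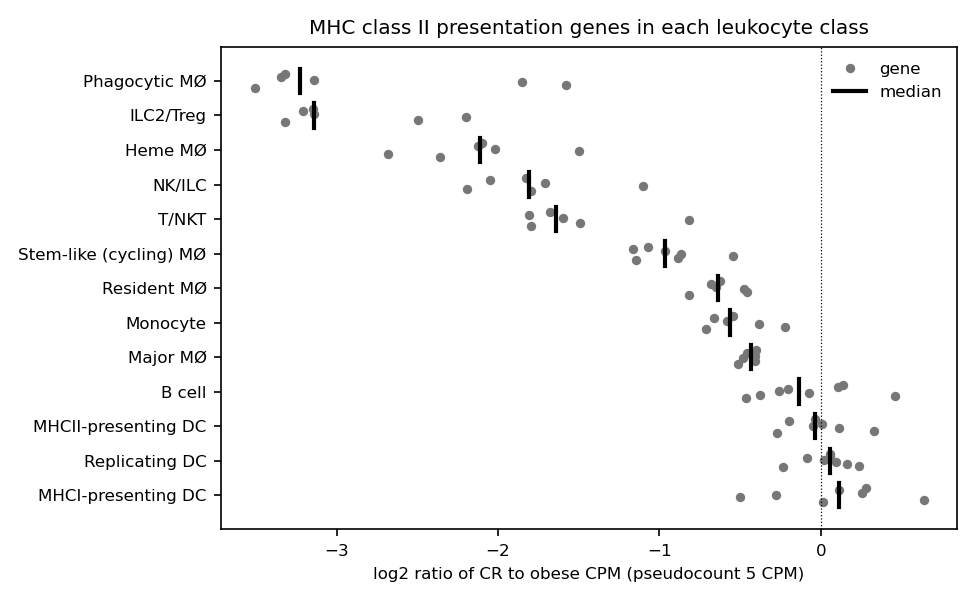
Log2 ratio of CR to obese for the genes of MHCII presentation in each class with at least 50 cells per library. Grey points are genes and black lines are medians. Values compare 1 library per condition.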

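MHCI presentation genes had medians of 0.03 in Major MØs (9 of 13 higher, H2-D1 0.16) and 0.00 in Phagocytic MØs (8 of 14 higher). The interferon response genes, a list not limited to the response to IFNγ, had a median of 0.24 in Major MØs (8 of 10 higher), with Cxcl10 at 1.05 and Isg15 at 0.69. In Phagocytic MØs their median was −0.01 (7 of 13 lower), and members went both ways, with Gbp2 at −2.18, Ccl5 at −1.98 and Rsad2 higher. Over all classes the interferon median was below 0 in 6 of 13, from −0.80 in Heme MØs (percentile 27.5, in a class whose median over all genes was −0.65) to 0.93 in MHCI-presenting DCs. TMM scaling lowers every Major MØ value by 0.14 (log2), and the MHCI median of Major MØs then turns to −0.11. Without alignment the MHCI medians were −0.13 in Major and −0.18 in Phagocytic MØs, and over Fcgr4-high Phagocytic MØs −0.19.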

Genes that are downregulated in CR relative to obesity are associated with response to IFNγ and antigen processing and presentation. As noted above, these pathways were enriched in leukocytes in the obese state, and it seems that CR specifically reverts these changes, which goes together with processes of inflammation resolution. Additionally, relative to obesity, CR had enhanced expression of genes associated with lipid homeostasis and reverse cholesterol transport, which may point to an effort to clear excess lipids.

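Among the genes of lipid homeostasis and reverse cholesterol transport, Abcg1, a pump that exports cholesterol to HDL, was higher in CR Major MØs (74.9 to 134 CPM, log2 ratio 0.80), as was Pparg, a regulator of lipid uptake and storage (0.43). Over Major MØs with no Fcgr4 UMI they stood at 0.11 and 0.079, and without alignment at 0.19 and 0.069. Both genes were higher in Phagocytic MØs than in other leukocytes (Abcg1 by 1.93 in obese and 2.05 in CR VAT, Pparg by 1.97 in both), and some cells of the CR Major class resemble Phagocytic MØs. These ratios are not fully independent of how the Phagocytic class was named. The fatty acid receptor gene Cd36 (−0.41) and the lipoprotein lipase gene Lpl (−0.36) were lower. As a group the list stood at a median of 0.00 in Major MØs (7 of 14 higher, percentile 46.4) and −0.11 in Phagocytic MØs (7 of 15 higher, percentile 2.30; 0.07 without alignment). In the latter, the endothelial lipase gene Lipg was higher (1.05) and Apoe (−1.59) and Cd36 (−1.49) were lower. In Major MØs Apoe stood at 0.06, with opposite differences in its 2 clusters (0.61 in cluster 1, −0.33 in cluster 2). The median was below 0 in 12 of 13 classes, counting Major MØs at −0.0004, from −1.22 in Heme MØs (median over all genes −0.65) and −1.02 in ILC2/Treg cells to 0.03 in Resident MØs. Apoe changed direction with the processing, to 0.67 without alignment in Phagocytic MØs and to −0.08 with TMM factors in Major MØs, and without alignment the median was below 0 in 5 classes.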

### Pseudotime Analysis Shows Distinct Trajectory for Major and Phagocytic MØs in Obesity and Following CR

So far, we have described that lean, obese and CR VAT are composed of similar leukocytic subtypes, with the exception of the Phagocytic MØs. The next question we wanted to address was whether obesity or CR influences VAT MØ fate or state. For that, pseudotime analysis was performed on our merged scRNA-seq dataset. This analysis treats scRNA-seq data as a snapshot of unsynchronized cells and arranges them on a virtual timeline, to understand their trajectory. Since many cells in our data were defined as monocytes by SingleR (Figure 2D), and these are the precursors for some of the VAT MØs, we defined the monocytes as the root population (depicted as 1 in Figure 5A).

Arranging the cells in psuedotemporal order revealed 2 major bifurcations in the lean state. The percentage of monocytes/MØ (from the total MØ per treatment), as well as the distribution of different MØ clusters in each branch are shown in Figure 5A. Our results show that in the lean state, but not the obese and CR, most of the cells (65.3%) were at the root (top), and many MØ subtypes constituted the root population, occupying similar pseudotime space, indicating comparable trajectory to monocytes. In the lean state there was only one other major trajectory, which consists of all the Resident MØs and most of the Major MØs. Genes associated with these 2 trajectories are shown in Supplementary Table S4.

As mentioned above, the Major MØs are possibly of mixed origin (embryonic and monocyte-derived) and we hypothesize that the seed population at the top consists of monocyte-derived cells, with the other trajectory being tissue-resident MØs. Interestingly, in the obese and CR states, the pseudotime trajectory was more complex, with 2 additional major branches (branches 4 and 5, Figure 5A). In contrast to lean VAT, in the obese and CR states most of the cells were further in pseudotime space from the root population. Notwithstanding, both obese and CR had similar trajectories, with varying cell distribution in the 2 branches missing in the lean VAT. The differences in cell distribution between obese and CR probably reflects the dominance of the Major and Phagocytic MØ subpopulations, respectively, in the two conditions. Furthermore, pseudotime analysis shows that the Major and Phagocytic MØ have distinct trajectories in both obese and CR conditions, and that the Resident MØs in obese and CR conditions show a pseudotemporal trajectory more similar to the Major MØs that is distinct from their trajectory in the lean condition.

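Over monocytes and MØs, the cells such a trajectory is drawn from, Major MØs formed 52.6% in obese and 25.7% in CR VAT. Phagocytic MØs formed 10.7% and 40.0%, Resident MØs 12.3% and 6.86%, and monocytes 9.68% and 11.1%. The trajectory itself was not recomputed.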

To further examine the drivers of the distinct trajectories in obese versus CR MØ, we examined the genes and pathways that show branch-dependent expression across branch point B (Figure 5B, Supplementary Table S4). This analysis shows that among the pathways associated with the Metabolic MØ trajectory are lysosome, antigen-processing and presentation, and cholesterol metabolism, while the pathways associated with Phagocytic MØs are immunoglobulin binding and Regulation of lipolysis in adipocytes. It is, thus, possible that the Phagocytic MØ subpopulation is the one described by Kosteli *et al.* [13] as MØs that have enhanced lipolytic capacity in response to CR. Moreover, Kosteli *et al.* described a transient increase followed by a gradual decrease in VAT MØ content upon CR [13]. 

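The classes at the ends of these branches were compared directly, leaving out the genes that named them. In Phagocytic MØs, most Fc receptors and their kinases were higher than in Major MØs (median log2 ratio 1.15 in obese and 0.82 in CR VAT, 8 of 11 genes higher in each), with the kinase gene Fgr at 2.52 and 1.79 and Fcgr3 lower (−1.47 and −2.87). The intervals of these medians held 0 (−0.84 to 1.83 and −1.69 to 1.60). Genes of lipolysis in adipocytes were higher as well, 5 of 5 in obese (median 0.46) and 7 of 7 in CR VAT (0.41), among them the fatty acid binding protein gene Fabp4 (1.49 and 1.54) and the triglyceride lipase gene Pnpla2 (0.60 and 0.72). Lysosomal genes were higher in Major MØs, with medians of −0.63 (20 of 24 lower in Phagocytic MØs) and −0.68 (18 of 24). MHCII genes were too, with −1.30 and −4.15 (6 of 6 each). Lipid homeostasis and reverse cholesterol transport had medians of −0.30 (6 of 9 lower in Phagocytic MØs) and −0.36 (7 of 10 lower). Both intervals held 0 (−0.82 to 0.35 and −1.86 to 1.08). The MHCII median in obese VAT was −3.11 without alignment.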

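Other groups separated the classes further. Most lipid-associated MØ genes were lower in Phagocytic than in Major MØs (medians −2.57 and −2.56, 7 of 9 lower in each library), such as Spp1 (−3.28 and −4.72), Cd9 (−3.18 and −3.77) and Gpnmb (−3.73 and −3.08). The intervals of these medians held 0 (−3.28 to 0.94 and −3.77 to 1.54). Inflammatory cytokines and chemokines were lower in Phagocytic MØs too (−1.35 and −1.68), with Ccl2 at −2.68 and −3.08. MHCI presentation was higher in Phagocytic MØs (0.41 and 0.29), including the immunoproteasome genes Psmb9 (0.97 and 1.02) and Psme1 (0.71 and 0.77). Single genes marked the class beyond its naming markers, among them Cd300e (5.35 and 2.83), a receptor of patrolling monocytes, the cell cycle inhibitor gene Cdkn2a (4.55 and 3.48) and the integrin gene Itgad (4.44 and 2.86). A separate cluster took the name of patrolling monocytes with 35 vectors (110 obese and 70 CR cells) and with 2000 variable genes (111 and 72 cells). Whether such monocytes lie among the Fcgr4-high cells of the main classes was not tested.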

We speculate that these observed kinetic changes mainly reflect the recruitment of monocytes that become the Phagocytic MØs and disappearance of the Major MØs, and future studies will examine the dynamics of the different MØ subpopulations described here.

### Histological and Bioinformatic Validation of the Enrichment of Phagocytic MØs during CR

Although our data for the obese and CR VAT were merged successfully with the lean sample from Burl *et al.* [23], we were concerned about the absence of lean-derived cells in the Phagocytic MØ cluster. Furthermore, since the aforementioned cluster seems to be central in CR condition, we wanted to validate its existence. For that, we first sought evidence of enhanced phagocytosis by CR ATMs. Hence, VAT explants were sectioned, stained with the MØ marker F4/80 and quantified for the appearance of multi-nucleated cells. Multi-nucleated MØs may reflect that a MØ had engulfed other cell(s), however, MØ fusion was also shown to occur, to form multinucleated giant cells (MGC). The latter were shown to have increased abilities to phagocytose large particles [50]. In either case, the appearance of multinucleated cells would suggest an increase in phagocytosis. Images of VAT MØs clearly demonstrated the presence of multinucleated cells in CR and obesity (Figure 6A). Quantification of the multinucleated cells (Figure 6B) showed their accumulation in obese VAT and an even greater increase in CR. In contrast, lean adipose tissue had very few multinucleated cells.

To further validate the Phagocytic MØ subpopulation, we used the scRNA-seq dataset to define unique markers for this subpopulation. 

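With the class clustered without its markers and the Table S3 genes, Fcgr4 ranked 5 in obese and 4 in CR VAT among genes by ratio to all other leukocytes, at 2957 CPM against 124 CPM and at 4678 CPM against 439 CPM. Lipg, the endothelial lipase gene, ranked 1 in obese (log2 ratio 5.28) and 5 in CR VAT (3.26). The cluster was still named from the marker list, so these ranks are not fully independent of the name. For the cluster made with all genes, over both libraries together and against all other cells (20 CPM added), Fcgr4 ranked 1 (log2 ratio 4.18) and Lipg 2 (3.94), so the rank depends on the comparison. In the clustering without these genes, the highest ranks in CR VAT were Cdkn2a, Cxcl13 and BC049352. Among leukocytes thinned to 1500 UMIs, Pecam1 was found in 12.5% of Fcgr4-high obese cells and 2.42% of the others, and in 20.3% and 7.76% in CR VAT. Unthinned, the shares were 38.3% and 6.98% in obese and 51.2% and 16.1% in CR VAT. In T/NKT cells the shares were 4.09% and 5.38% thinned, and 9.21% and 10.8% unthinned.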

The most highly upregulated gene in this subpopulation was *Fcgr4*, which was also enriched in cells expressing *Pecam1* (CD31). 

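With every cell thinned to 1500 UMIs, at least 1 Fcgr4 UMI was found in 82.6% of obese and 97.1% of CR Phagocytic MØs, against 3.58% and 10.8% of T/NKT cells, which should lack it. Unthinned, the shares were 93.5% and 99.5%, against 6.91% and 17.3% of T/NKT cells. Pecam1 was found in fewer cells of the class clustered without these markers, 33.8% in obese and 49.2% in CR VAT, against 6.76% and 18.1% of other leukocytes. Fcgr4 was found there in 92.1% and 99.3%, against 35.7% and 42.9% of other leukocytes. Both genes were among the markers that name the class. Median depths of the class clustered without them were 4467 and 4802 UMIs.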

Violin plots of these 2 genes (Figure 6C) indicate that they are candidate markers for the Phagocytic MØ subpopulation, with high expression of *Fcgr4* being a more specific marker of this cluster. Thus, we next examined the surface expression of Fcgr4 and CD31 in lean, obese and CR VAT leukocytes using flow-cytometry (Figure 6D,E). Our results show that lean VAT lacks the Fcgr4^hi^ population, but that it increases in obesity and it is largest in VAT from mice that were calorie-restricted following obesity (Figure 6D,E). Furthermore, the Fcgr4^hi^ population had enrichment of CD31 expressing cells, in comparison to other VAT leukocytes (Figure 6F).

Notably, the proportion of this subpopulation from all CD45^+^ cells identified using flow-cytometry is 2.8% in the obese group and 5.8% in CR group, which are also similar when gating from all MØs (Figure 6F). These proportions are markedly different from the ones seen in the scRNA-seq dataset, where this Phagocytic MØ subpopulation constitutes 7% of leukocytes in the obese condition and nearly 30% of leukocytes in the CR condition (Figures 3A and 4A). 

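Counted without clusters, cells with high Fcgr4 transcripts (at least 3 of 1500 thinned UMIs) made up 5.76% of obese leukocytes (95% interval 5.14 to 6.43) and 26.6% of CR leukocytes (24.9 to 28.4). Of them, 76.3% in obese and 72.6% in CR VAT were Phagocytic MØs. The background in T/NKT cells was 0.512% and 0.769%. No cell was shallower than 1500 UMIs, so none was left out. The shares move with the threshold, from 3.57% and 18.7% at 5 UMIs to 18.2% and 40.5% at 1 UMI, and without thinning they were 15.9% and 34.9%.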

Flow-cytometry analysis of non-circular cells, which presumably also includes multinucleated cells, showed frequencies of Fcgr4^hi^ CD31^+^ MØs that resemble more those of the scRNA-seq than the proportions observed from the circular, single nucleus, events (1% in lean, 4.4% in obese and 16.8% in CR, Supplementary Figure S5A,B); however, still with substantial difference from the scRNA-seq data. This discrepancy may arise from the fact that not all the cells that have high *Fcgr4* transcripts also show high surface expression. Additionally, many of the cells in this cluster had high expression of *Fcgr4,* but not all, and the flow-cytometry analysis only captures the highly expressing cells. It is also possible that a bias in the capture efficiency of the scRNA-seq platform eliminates some populations from the single-cell analysis, thus enriching for populations that are captured. 

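Fcgr4 varied within Phagocytic MØs. After thinning to 1500 UMIs, 61.3% of obese (95% interval 56.1 to 66.3) and 86.5% of CR Phagocytic MØs (83.3 to 89.2) held at least 3 Fcgr4 UMIs, and 17.4% and 2.89% held none. The median was 4 UMIs in obese and 6 in CR VAT. Other classes held Fcgr4-high cells too, above all in CR VAT, where they were 41.3% of Stem-like MØs (4.01% in obese), 15.7% of Major MØs (0.890%), 15.7% of monocytes (5.74%) and 13.7% of Resident MØs (0.713%).

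**Figure D3:**
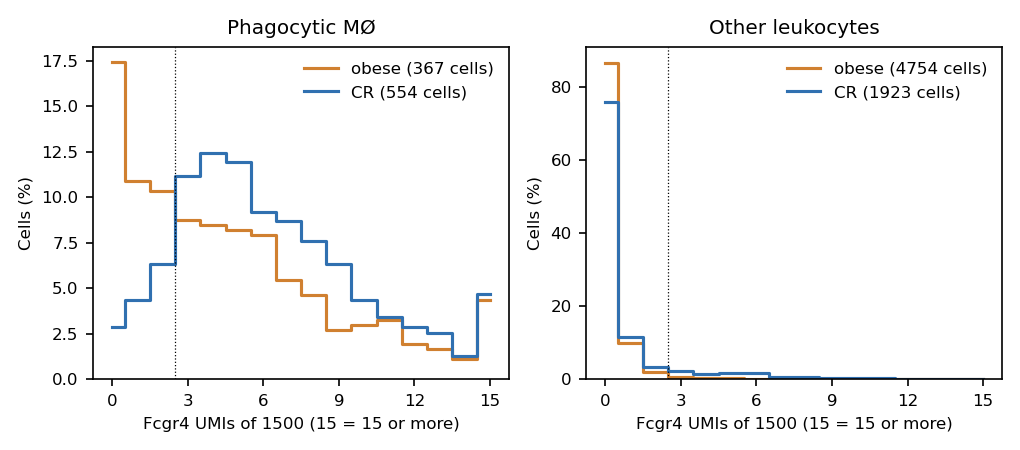
Fcgr4 UMIs per cell after thinning to 1500 UMIs, in Phagocytic MØs (left) and all other leukocytes (right). The dotted line marks 3 UMIs and the last bin holds cells with 15 or more.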

Partial validation of this point was obtained through flow-cytometry analysis of VAT MØ proportions in the lean, obese and CR conditions. Flow-cytometry data show somewhat decreased MØs, as compared with the proportions obtained from the scRNA-seq (Supplementary Figure S5C). Nonetheless, we find significant differences in the abundance of the Phagocytic MØ subpopulation between lean, obese and CR mice.

Finally, because of the potential biological significance of the Phagocytic MØ cluster, which may have a particularly important role in the remodeling of AT as it expands or rapidly contracts and the number of apoptotic cells that need to be cleared increase, we sought to confirm the identification of this cluster in an independent study. Recently, one of us described the heterogeneity of mononuclear phagocytes in mouse VAT, using surface markers to FACS-purify distinct populations and bulk RNA-seq of these populations was obtained (Silva *et al.* [20]). This paper mainly focused on resident MØs, which are tightly associated with the adipose vasculature; however, data were obtained for several subpopulations. Overall, RNA-seq data of 7 mononuclear phagocyte subpopulations defined by surface marker expression were acquired, some in both lean and obese states (after 20 weeks of HFD feeding). We, thus, used this bulk RNA-seq data and compared each cell from our dataset to the 7 purified populations, using SingleR [29]. Our results show that most cells from the Phagocytic MØ cluster were highly correlated with the HFD-derived double-positive (DPs) population from Silva *et al.* (Figure 6G). In their studies, Silva *et al.* found that the DPs are a monocyte-derived population (identified by high levels of CD11b, CD11c, CD64, and MHCII and intermediate levels of CD206), which was highly enriched post HFD feeding, corresponding well with our findings. In addition, replication of most leukocyte clusters identified in obese VAT was apparent in the dataset in [34], as shown in Supplementary Figure S5. In their study, Sharma *et al.* describe the effects of the loss of MØ netrin-1 on adipose tissue inflammation. They compared WT and myeloid-specific deletion of netrin-1 and showed with scRNA-seq that netrin-1 deficiency caused a 50% attrition of ATMs in HFD-fed mice (20 weeks), particularly of the resident MØ subset [34]. The overlap between the data described here and in Sharma *et al.* was substantial, with 91.1% of the lean and 90.1% of the obese cells significantly matching to our data.

## CONCLUDING REMARKS

It has been of great interest to determine the heterogeneity of the leukocyte populations in AT and their alterations at the molecular level in response to changes in their metabolic state, e.g., by HFD feeding or CR. In this report, we demonstrate the power of scRNA-seq to address these unresolved issues in AT biology. Our data show that there are 11 distinct mononuclear phagocyte clusters and an additional 4 lymphocyte clusters in VAT. Though further work will be needed to fully understand the specific contribution of each subpopulation to lean and obese VAT, it is clear that obesity promotes both inflammatory and metabolic alterations in a coordinated fashion in individual clusters and across leukocyte subtypes. Additionally, we found a novel specialized phagocytic MØ subpopulation, which is highly enriched following CR. We hypothesize that this subpopulation is responsible for clearing dead adipocytes and leukocytes, as well as lipid clearance, all contributing to limiting VAT inflammation and restoring a homeostatic state.

## Supplementary Material

Figure S1

Table S4b

Table S5

Figure S2

Figure S3

Figure S4

Figure S5

Table S1

Table S2

Table S3

Table S4a

## Figures and Tables

**Figure 1.**
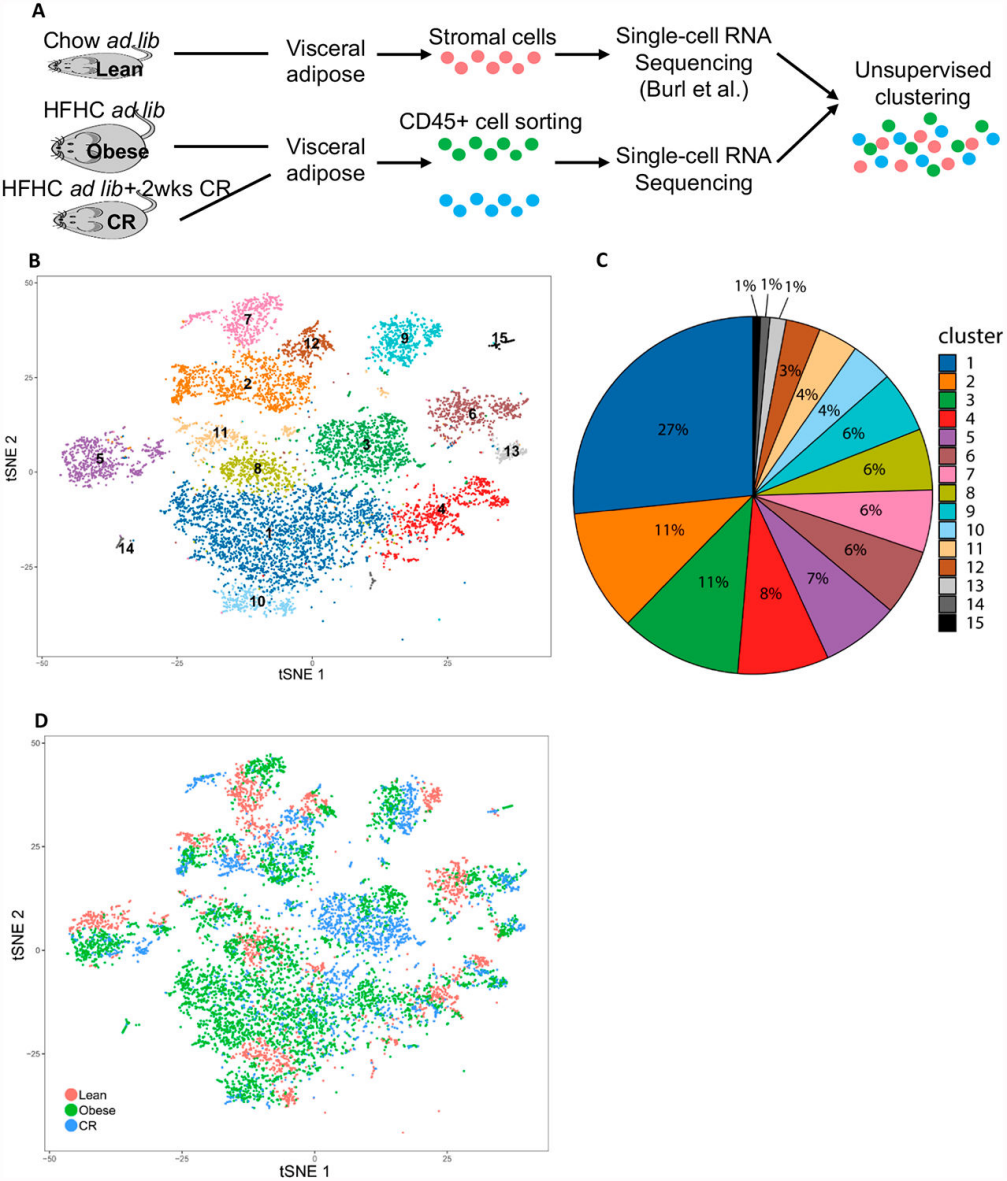
Single cell transcriptome analysis of mouse visceral adipose tissue leukocytes identifies 15 distinct subpopulations. (**A**) Diagram of experimental design. (**B**) t-Stochastic neighbor embedding (t-SNE) plot of 9958 VAT leukocytes from lean (reference [22]), obese and CR conditions, separated into 15 distinct clusters. (**C**) Overall proportion of leukocyte clusters in the VAT. (**D**) Representation of the t-SNE plot showing treatment of origin.

**Figure 2.**
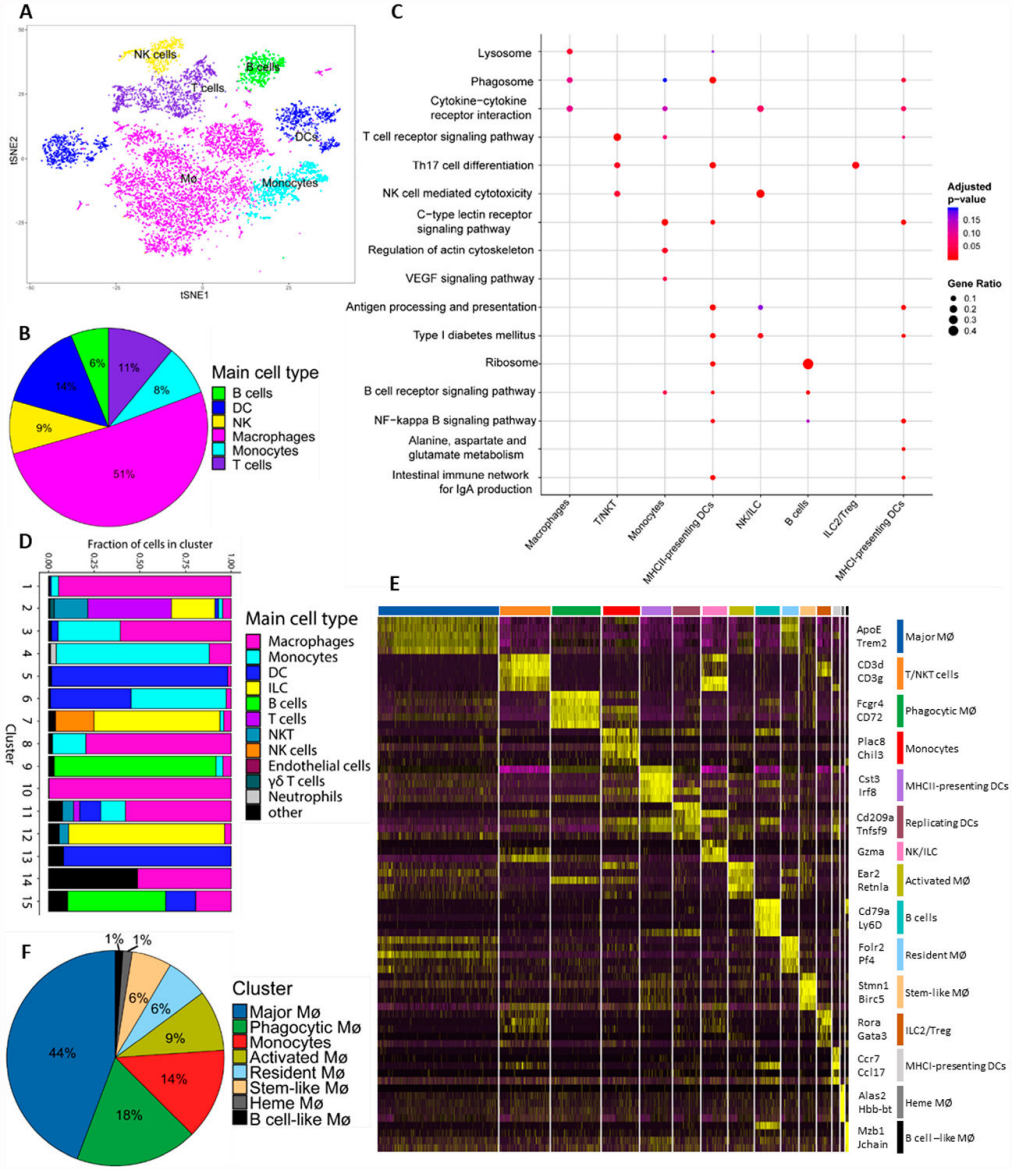
VAT leukocytes show functional and inter-cluster heterogeneity. (**A**) t-SNE representation and (**B**) proportion of the main VAT leukocyte cell types, assigned by SingleR, using average gene expression per cluster. (**C**) KEGG pathways of differentially expressed genes of different clusters. (**D**) Cell type distribution in each cluster, assigned by SingleR, using the expression profiles of individual cells. (**E**) Heatmap of the 5 most differentially expressed genes per cluster. (**F**) Proportion of monocytes/MØ in the VAT.

**Figure 3.**
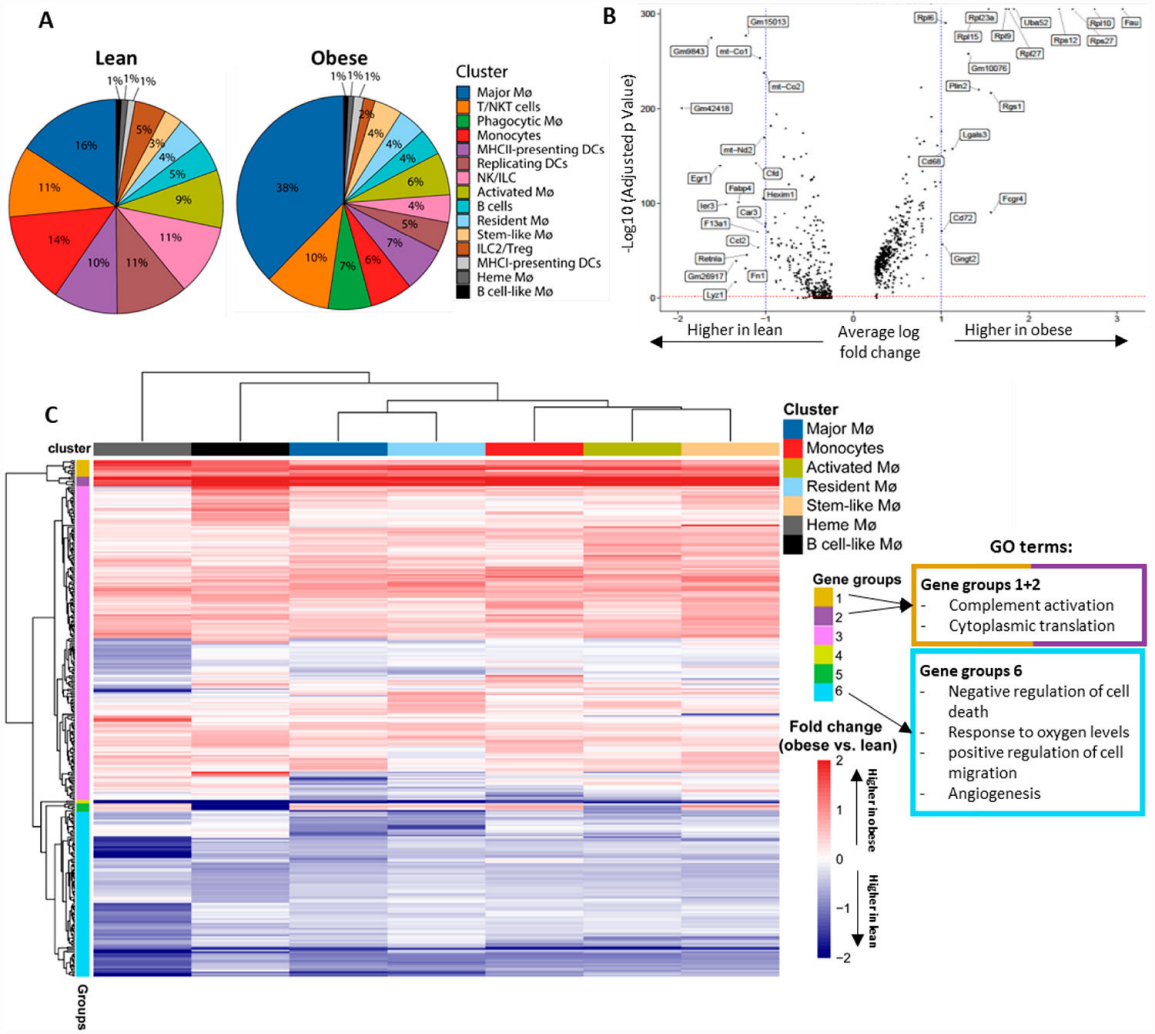
Obesity drastically alters both proportions and gene expression of VAT MØs. (**A**) Proportion of VAT leukocyte subtypes in lean (right) and obese (left) conditions. (**B**) Volcano plot of differentially expressed genes in MØs from obese versus lean VAT (*p*-adjusted < 0.05). (**C**) Heatmap of genes that are significantly differentially expressed per cluster between obese and lean conditions, including GO terms for gene groups that show the largest differential expression. The Phagocytic MØ subpopulation is absent in lean conditions and thus not included in this analysis.

**Figure 4.**
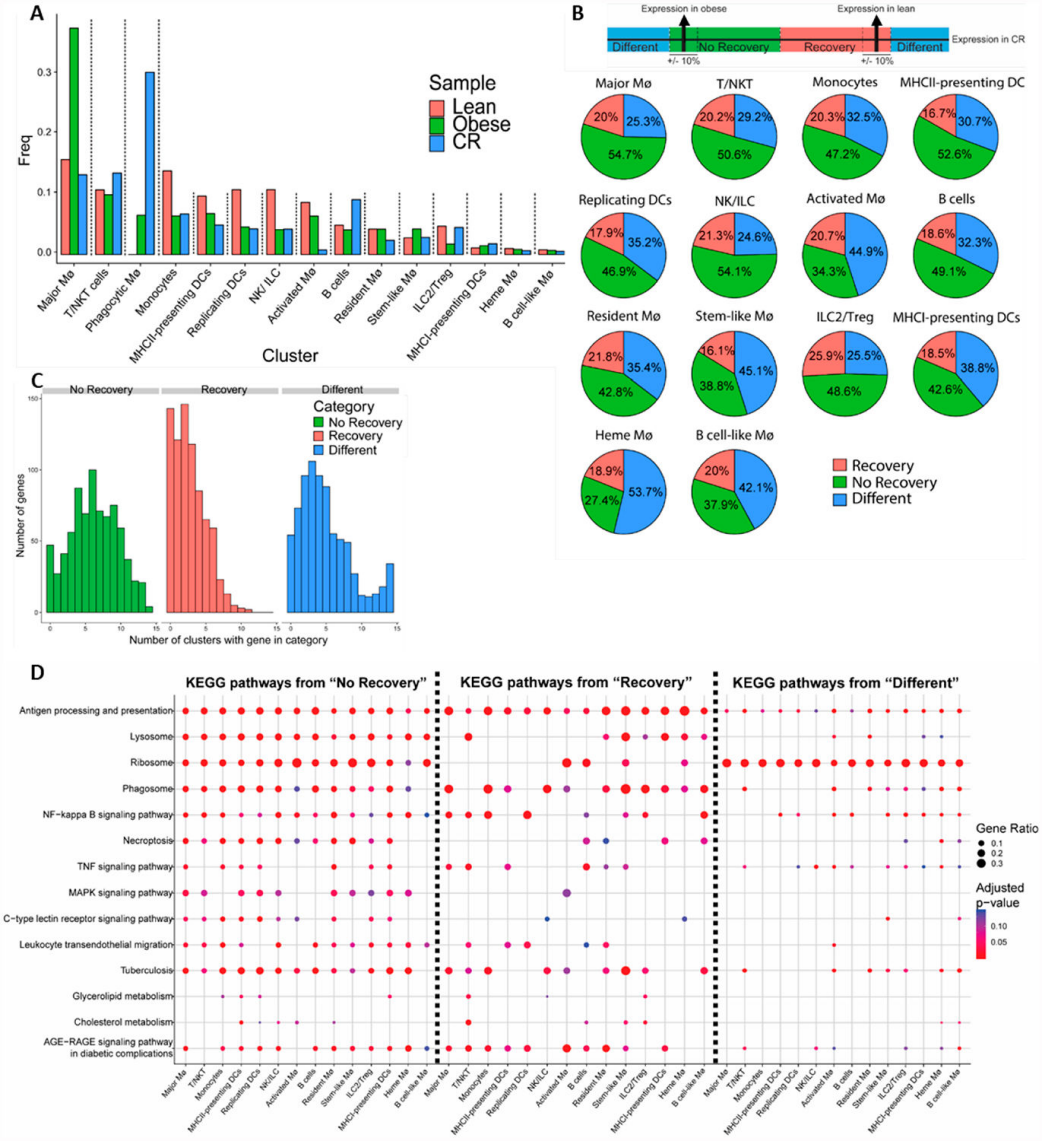
Short caloric restriction reverts some leukocyte subpopulations back to lean proportions, while gene expression remains similar to the obese state. (**A**) Distribution of VAT leukocyte subtypes in lean (red), obese (green), and CR (blue) conditions. (**B**) Stratification of genes whose expression was recovered (red) or not recovered (green) to the lean expression pattern following CR, or showed an expression pattern that is >10% different from either lean or obese (blue). The Phagocytic MØ subpopulation is absent in lean conditions and thus not included in this analysis. Schematic of the stratification strategy (top). (**C**) Distribution of the number of clusters that share the expression pattern of differentially expressed genes in each of the recovery gene groups. (**D**) KEGG pathways significantly enriched in each of the gene recovery states.

**Figure 5.**
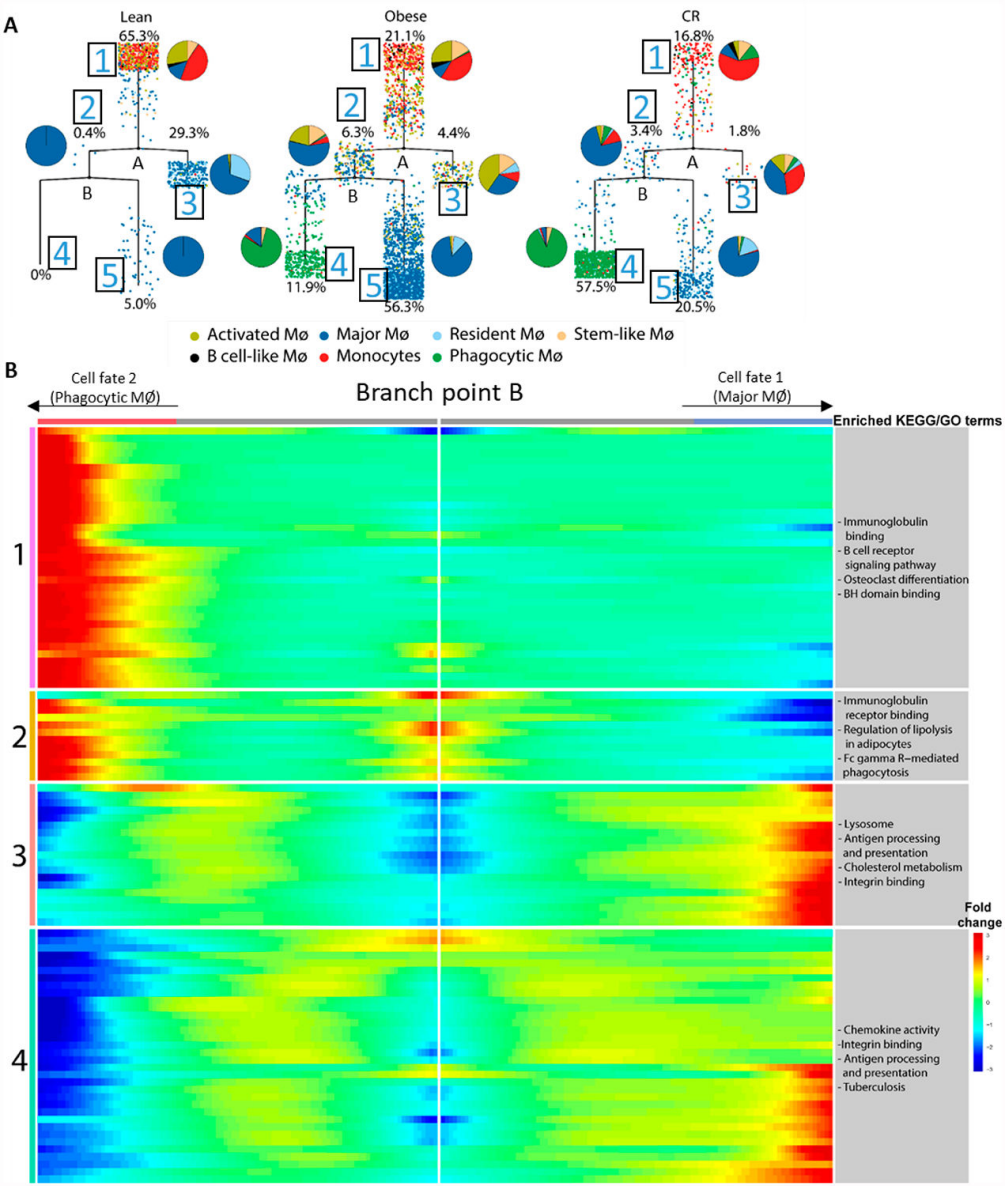
Pseudotime analysis shows distinct trajectories of the Major and Phagocytic MØs in obesity and caloric restriction. (**A**) Pseudotime analysis was performed using Monocle of the lean, obese and CR merged dataset for all monocytes/MØs. Monocytes were defined as the root population. Pie charts indicate the proportion of cells from each cluster that are assigned to each branch of the pseudotime trajectory. Percentages indicate the proportion of all monocytes/MØs that are assigned to each branch. (**B**) Top 100 genes that distinguish cells in branch point B of the pseudotime, with their related KEGG and GO terms.

**Figure 6.**
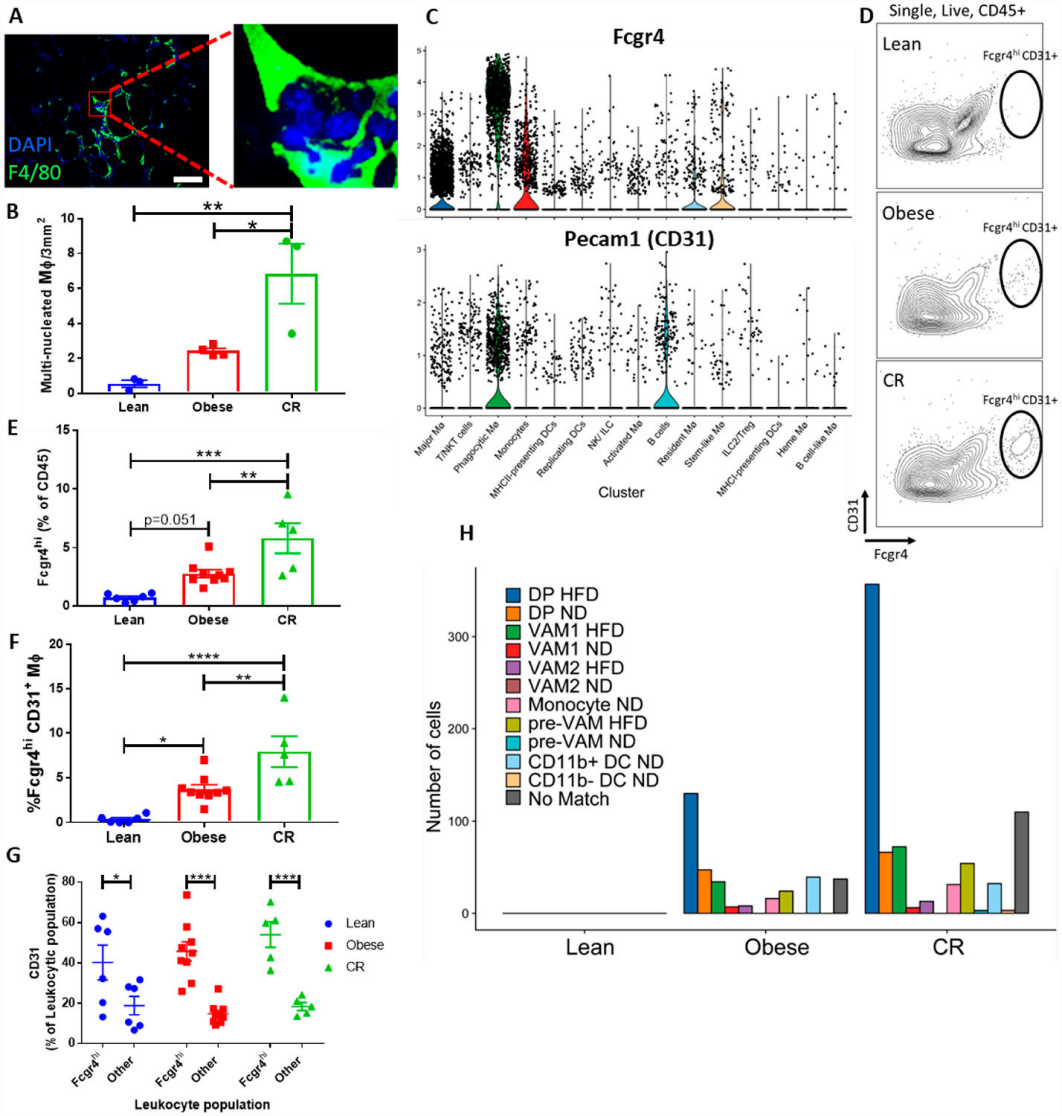
Validation of the presence of a specialized phagocytic MØ cluster. (**A**) Representative images of VAT stained with the MØ marker F4/80 (green) and a nuclear stain (DAPI, blue). Scale bar: 50 μm. (**B**) Quantification of multi-nucleated MØ (*n* = 3–4). (**C**) Violin plots showing increased expression of *Fcgr4* and *Pecam1* (CD31) in the Phagocytic MØ cluster. (**D**) Representative flow-cytometry counterplots of CD31 and Fcgr4^hi^ cells gated from single, live, CD45^+^ cells. (**E**,**F**) Quantification of the proportion of Fcgr^hi^ from (**E**) CD45^+^ or (**F**) CD11b + F4/80+ MØs in lean, obese and CR VAT (*n* = 6–9). (**G**) Proportion of CD31^+^ from either Fcgr^hi^ or all other leukocytes in the VAT. (**H**) Distribution of cells from the Phagocytic MØ cluster that significantly (*p* < 0.1) matched with populations from Silva HM *et al.* *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, using 1-way ANOVA with Tukey multiple comparisons testing (**B**,**E**,**F**) or 2-way ANOVA with Sidak multiple comparisons testing (**G**).

How the deposited data were processed for this re-analysis (not part of the article)

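Transcripts of single CD45+ cells from perigonadal VAT were compared between 1 library of obese mice and 1 library of CR mice, prepared with the v2 Chromium Single Cell 3′ chemistry. The authors aligned the reads to mm10 and counted UMIs per gene and cell barcode with Cell Ranger, and deposited these counts before their filters on outlying cells. No number of mice per library and no thresholds of the filters were found in the paper or its supplements. From the deposited counts, everything else was computed anew. The lean library and the samples of the other studies the paper draws on were not analysed here. Comparison with ImmGen profiles and pseudotime were not repeated, and the 2 classes at the ends of the branches were compared directly.

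Cells were kept with at least 200 genes and with a mitochondrial share and a log10 UMI total at most 3 scaled median absolute deviations (MADs) above the library's median. Counts were scaled to 10000 per cell and log transformed, and the 1000 most variable genes of each library were intersected, leaving 741. Scaled values were limited to 10. The libraries were aligned by canonical correlation with 25 length-normalised vectors, joined in a shared nearest neighbour graph (30 neighbours) and clustered by Louvain at a resolution of 0.6, as the best of 5 starts from seed 1. The steps are modelled on the paper's Seurat workflow, but differ from it in that 2 libraries were joined and not 3, and that the vectors of each cell were scaled to unit length in place of Seurat's alignment of the vectors. They were written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and python-igraph 0.11.9, with scanpy 1.11.5 for doublet scores and matplotlib 3.10.9 for plots. The pipeline was tested on simulated data. The simulation held 8249 cells, drawn from the classes found here. Leaving out those from unnamed clusters, 99.96% were placed in their class. Of the intervals over 2451 genes, 94.5% held the simulated ratio, and a rise of 0.5 (log2) in lysosomal genes was returned as 0.47. This tests the steps and not whether the classes hold in the real data. There the obese share of Major MØs ran from 21.0% to 36.1% over the alternatives.

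Clusters were named from lists of marker genes for each class of the study and for other cell types, taken from the paper, its tables and general knowledge. A cluster took the name of the list with the highest mean log2 fold over all other cells (20 CPM added to each side). The name stood only if at least 3 markers were at least 2-fold higher than in the other cells and no other list had more markers among the 10 genes highest by fold. Clusters with non-haematopoietic markers and Ptprc in under 30% of cells were set aside. Gene lists, the comparisons and most alternatives were chosen before the data were examined, while the thresholds for naming, the limit on Ptprc and the limit of 5 MHCII UMIs were chosen after. Shares are given with exact binomial intervals. Expression was summed over the cells of a class and library and given as CPM. Ratios used 5 CPM added to each side, genes with at least 20 UMIs in both libraries together and at least 50 CPM in 1 of them, and classes with at least 50 cells in each library, with exact conditional intervals. Cells are not replicates, so no test across cells was made.

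The lists were MHC class II presentation, MHC class I presentation, interferon response, lipid homeostasis and reverse cholesterol transport, lysosome, Fc receptors and their kinases, lipolysis in adipocytes, clearance of apoptotic cells, inflammatory cytokines and chemokines, lipid-associated MØ genes, immediate early and heat shock genes, glycolysis, iron and heme handling, positive regulation of cell migration, cell cycle, cytoplasmic ribosomal proteins and mitochondrially encoded genes. Each is summarised by the median of its measured members and by the percentile of that median among 10000 random lists of equal size, matched on mean expression over 20 bins. Named genes are those the paper names, the 10 highest and 10 lowest ratios of a comparison outside ribosomal, mitochondrial, haemoglobin and immunoglobulin genes and gene models, and the 4 largest ratios of each list. Genes that mark the excluded and unnamed clusters are the highest there by fold. Xbp1, Lyz2, C1qa and Csf1r in the B cell-like cluster were chosen after the data were seen. Coordinates are from GENCODE on GRCm38.

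Counting the joint mitochondrial and UMI limits as 1 choice, alternatives changed 1 choice at a time. They were no filter on mitochondrial share and UMIs, 5 MADs, fixed maxima of 10% mitochondrial and 20000 UMIs, no alignment, 15 or 35 vectors, resolutions of 0.3 and 1.0, 2000 variable genes, a clustering without the Phagocytic MØ markers and the Table S3 genes, a count of non-haematopoietic cells without clusters, other thinning depths and Fcgr4 thresholds, per-cell CPM, totals without ribosomal, mitochondrial and haemoglobin genes, TMM factors, pseudocounts of 1 and 20 CPM, no CPM floor, and cells thinned to 1500 UMIs. The removal of the 6% of cells with the highest doublet scores and the restriction to Fcgr4-high Phagocytic MØs and to Major MØs with no Fcgr4 UMI were added after the data were seen, as were the comparison of Resident MØs with each cluster of the Major class and the values for the largest ILC2/Treg cluster alone. At medians of 6740.5 UMIs per kept cell in obese and 4802 in CR VAT, genes of low abundance are missed in most single cells, so levels are given over classes, and shares of cells also after thinning. For genes with near-identical copies, reads that map to more than 1 place are not counted.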

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

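Of the results here, none rests on a test, and the differences between classes were not tested. They were picked out by a rule set for gene lists in several classes, and the non-haematopoietic cells because the paper sets them aside without describing them. The rule asks for at least 10 measured genes, 80% or more of them on the side of the median, an extreme percentile among matched random lists, and opposite directions in different classes.

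Lipid-associated MØ genes, which mark MØs of lipid-rich tissue, went opposite ways in different classes. Their median log2 ratio of CR to obese was −0.31 in Major MØs (11 of 13 lower), 0.40 in monocytes (11 of 12 higher) and 0.33 in Resident MØs (10 of 12 higher). Without alignment the median in Major MØs was 0.01. Over the alternatives the median ran from 0.13 to 0.51 in monocytes and from 0.12 to 0.40 in Resident MØs.

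Lysosomal genes were lower in CR in ILC2/Treg cells (median −0.71, 21 of 25 lower) and NK/ILC (−0.39, 20 of 25 lower), and higher in Resident MØs (0.29, 28 of 29 higher). In NK/ILC the median was 0.06 without alignment, 0.04 with the highest doublet scores removed and −0.016 with cells thinned to 1500 UMIs, in ILC2/Treg cells it was −0.28 thinned and −0.30 with the highest doublet scores removed, and in Resident MØs it was 0.07 with TMM factors. Other lists of MØ genes were lower in the same lymphocytes, in ILC2/Treg cells MHCII (−3.14), Fc receptors and their kinases (−1.10) and lipid-associated genes (−0.55), and in NK/ILC MHCII (−1.81) and lipid-associated genes (−0.49). The lysosomal difference may thus belong to MØ transcripts found in these cells, which was not tested.

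The excluded cells hold a signal of their own. Fibroblast or preadipocyte-like cells made up 2.11% of the cells kept from obese VAT (95% interval 1.74 to 2.53) and 9.94% of those from CR VAT (8.89 to 11.1). Endothelial-like cells made up 0.570% (0.385 to 0.813) and 7.13% (6.23 to 8.11). Both came through a sort for CD45+ cells, and how many such cells a sort lets through is not known for these libraries.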

How the results depend on the processing

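No paired analysis was possible because there is 1 library per condition and nothing in the labels or the paper pairs them. Over all alternatives, 1097 values of shares, counts and list medians stayed within the interval of the main value (for counts, within 1.5 times). Another 145 left it and 7 changed direction from a main value whose interval excluded 0. Of those that left it, 9 also changed sign, from a main value whose interval held 0. For named genes the numbers were 741, 481 and 16, with 1 such change of sign. The intervals of shares and named genes cover counting error. Those of list medians are set by the spread between the genes of a list and are wide for short lists. For the 6 MHCII genes of Phagocytic MØs the interval was −3.51 to −1.58, the whole range of the genes. The −1.96 of the Fcgr4-high cells was thus counted as within it. The higher share of Phagocytic MØs in CR, the lower share of Major MØs and the lower MHCII medians of both kept their direction under every alternative that gave them. An alternative in which doublets are called by the automatic threshold of Scrublet gave no value, since it called 1 of 5262 obese and 0 of 2987 CR cells, so removal of the highest scores (316 and 179 cells) was added after the data were seen, as were the restriction to Fcgr4-high Phagocytic MØs and Major MØs with no Fcgr4 UMI and the values for the largest ILC2/Treg cluster alone. Some classes got no cluster and hence no value, namely B cell-like MØs without filters, ILC2/Treg without alignment, and monocytes with 2000 variable genes or with the highest doublet scores removed. Fewer UMIs per cell lower the share of cells in which a gene is found, and the Fcgr4-high and Siglecf shares follow depth by construction. At 2500 UMIs, 420 of 2477 CR leukocytes (17.0%) and no obese ones were too shallow and were left out, which also raises the CR share. Over the same CR cells it was 30.0% at 1500 UMIs. For the other values the cause was not tested.

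Without filters, the obese share of Major was 21.0%. CR shares were B cell 7.88%, ILC2/Treg 6.37%, Major 10.5%, Resident 5.23% and all MØ 54.3%. With 5 MADs, the obese share of Major was 25.9% and the CR share 11.6%. With fixed maxima, obese shares were Monocyte 7.96%, Stem-like 5.77% and all MØ 58.9%. Without alignment, obese shares were Monocyte 13.8%, Phagocytic 5.61%, Resident 5.79%, Stem-like 5.61%, T/NKT 9.04% and all MØ 54.6%. CR shares were endothelial-like 8.20%, Major 9.39%, Monocyte 8.85%, Phagocytic 29.1%, Resident 2.50%, Stem-like 3.36%, T/NKT 14.8% and all MØ 47.7%. CR to obese medians were MHCII in Major −0.31, MHCI in Major −0.13, lysosome in Major 0.13, Fc receptors in Major 0.11, glycolysis in Major −0.077, ribosomal in Major −0.25, MHCII in Phagocytic −0.86, MHCI in Phagocytic −0.18 and inflammatory in Phagocytic 0.91. Phagocytic to Major medians were obese MHCII −3.11, obese immediate early −0.43 and CR ribosomal 0.36. Lipid homeostasis had a median below 0 in 5 classes. The direction turned for lysosome in NK/ILC 0.064, H2-Aa in obese Resident to Major −0.22, H2-Eb1 in obese Resident to Major −0.27, lipid-associated in Major 0.0077, Axl in Major −0.080, Apoe in Phagocytic 0.67 and cell cycle in CR Phagocytic to Major 0.23. With 15 vectors, obese shares were ILC2/Treg 1.35%, Major 23.6%, Monocyte 7.48%, Phagocytic 9.88%, Resident 11.4%, Stem-like 5.86% and T/NKT 9.25%. CR shares were ILC2/Treg 3.55%, Major 8.56%, Phagocytic 26.6%, Resident 5.10%, Stem-like 4.28% and T/NKT 14.4%. With 35 vectors, obese shares were ILC2/Treg 1.33%, Major 24.9%, Monocyte 7.85%, Phagocytic 6.27%, Stem-like 5.88%, T/NKT 9.30%, all MØ 55.2% and all DC 12.3%. CR shares were ILC2/Treg 3.45%, Major 10.6%, Stem-like 4.58%, T/NKT 13.9% and all MØ 47.0%. At resolution 0.3, obese shares were endothelial-like 1.08%, all non-haematopoietic 3.19%, ILC2/Treg 1.37% and T/NKT 9.66%. CR shares were endothelial-like 8.24%, ILC2/Treg 3.52% and T/NKT 14.6%. At resolution 1.0, obese shares were Major 25.8% and Stem-like 7.56%. The CR share of Major was 11.4%. With 2000 variable genes, obese shares were ILC2/Treg 1.13%, Major 27.4%, Resident 6.48%, Stem-like 8.02%, T/NKT 9.45% and all MØ 65.9%. CR shares were ILC2/Treg 2.18%, Major 11.1%, T/NKT 15.8% and all MØ 54.8%. Without the Phagocytic markers and Table S3 genes, the obese share of Monocyte was 7.21%. The CR share of Major was 12.7%. With the highest Scrublet scores removed, obese shares were Major 26.6% and all MØ 65.8%. CR shares were Major 11.4% and all MØ 54.5%. CR to obese medians were MHCII in NK/ILC −0.88, MHCII in Resident −0.92, MHCII in T/NKT −0.78 and glycolysis in Major −0.093. Medians of Phagocytic to Major were obese lysosome −0.84, CR MHCII −4.36 and CR ribosomal 0.33. The direction turned for lysosome in NK/ILC 0.043, Cd74 in obese Resident to Major 0.0098 and Ccl24 in Major 0.43. Counted without clusters, the CR share of all non-haematopoietic was 20.4%.

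Thinned to 1000 UMIs, the obese share of Fcgr4-high was 4.10% and the CR share 21.3%. Thinned to 2500 UMIs, the obese share of Fcgr4-high was 7.56% and the CR share 33.1%. At 1 Fcgr4 UMI, the obese share of Fcgr4-high was 18.2% and the CR share 40.5%. At 5 Fcgr4 UMIs, the obese share of Fcgr4-high was 3.57% and the CR share 18.7%. Not thinned, the obese share of Fcgr4-high was 15.9% and the CR share 34.9%. Thinned to 1500 UMIs, the obese share of Siglecf was 0.215% and the CR share 0.161%. CR to obese medians were lysosome in ILC2/Treg −0.28, MHCII in Monocyte −0.73, lysosome in NK/ILC −0.016, MHCII in Major −0.61 and MHCI in Major −0.071. Phagocytic to Major medians were obese MHCII −1.79 and obese immediate early −0.50. The direction turned for H2-Aa in obese Resident to Major −0.10, H2-Eb1 in obese Resident to Major −0.10, Apoe in Major −0.073, cell cycle in CR Phagocytic to Major 0.065 and Akt1 in CR Phagocytic to Major −0.098. With per-cell CPM, CR to obese medians were MHCII in Monocyte −0.72, MHCII in NK/ILC −1.10, lysosome in NK/ILC −0.079 and MHCII in Major −0.64. Medians of Phagocytic to Major were obese MHCII −1.78 and obese immediate early −0.49. The direction turned for H2-Aa in obese Resident to Major −0.11, H2-Eb1 in obese Resident to Major −0.11, Apoe in Major −0.077 and cell cycle in CR Phagocytic to Major 0.013. With totals without ribosomal, mitochondrial and haemoglobin genes, Phagocytic to Major medians were CR cell cycle −0.014 and CR ribosomal 0.28. With TMM factors, CR to obese medians were MHCII in Resident −0.84, lysosome in Resident 0.072, MHCII in Major −0.58, MHCI in Major −0.11, lysosome in Major −0.15, Fc receptors in Major 0.24, lipid-associated in Major −0.46, glycolysis in Major −0.075 and ribosomal in Major −0.28. Medians of Phagocytic to Major were obese MHCII −1.50, obese lysosome −0.88, obese immediate early −0.53, obese glycolysis −0.26, obese mitochondrial −0.19 and CR ribosomal 0.14. The direction turned for H2-Aa in obese Resident to Major −0.010, H2-Eb1 in obese Resident to Major −0.0049, Apoe in Major −0.082 and ribosomal in obese Phagocytic to Major −0.016. Over Fcgr4-high Phagocytic and Fcgr4-free Major cells, CR to obese medians were MHCII in Major −0.28, MHCI in Phagocytic −0.19 and ribosomal in Phagocytic −0.060. Over the largest ILC2/Treg cluster alone, the obese share of ILC2/Treg was 1.97% and the CR share 3.92%.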

Differences from the paper's values

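Of the 33 values of the paper that could be set beside one computed here, 9 differ by more than 1.5 times, all of them shares of classes. The paper's values were read by eye from its figures. Most alternatives named here were set before the data were examined. Removal of the highest doublet scores, restriction of classes by Fcgr4 UMIs and values for single clusters of a class were added afterwards. Shares the paper gives for the merged data include lean cells and were not compared.

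For Resident MØs in obese VAT the paper shows about 4% in Fig. 3A, read by eye, against 8.22% here, and for CR VAT about 2.2% in Fig. 4A, read by eye, against 3.84% here. Without alignment the values here come within 1.5 times of the paper's (5.79% and 2.50%), and under no other alternative. For Stem-like MØs the paper shows about 4% in obese (Fig. 3A, read by eye) and about 2.7% in CR VAT (Fig. 4A, read by eye), against 6.82% and 5.57% here. The obese value comes within 1.5 times with fixed maxima (5.77%), without alignment (5.61%) and with 15 (5.86%) or 35 vectors (5.88%), the CR value without alignment (3.36%), and neither under the other alternatives. For ILC2/Treg the paper shows about 2% in obese (Fig. 3A, read by eye) and about 4.4% in CR VAT (Fig. 4A, read by eye), against 3.34% and 7.39% here. The obese value comes within 1.5 times with 15 vectors (1.35%) and at resolution 0.3 (1.37%), the CR value with those (3.55% and 3.52%), with 35 vectors (3.45%) and without filters (6.37%), and neither under the other alternatives set in advance. Cluster 14 of the class alone, an alternative chosen after the values were seen, gives 1.97% and 3.92%, while cluster 16, led among others by Il17a and Cd163l1, may be of another type. For MHCI-presenting DCs in obese VAT the paper shows about 1% (Fig. 3A, read by eye), against 1.54% here. That value comes within 1.5 times without filters (1.47%), without alignment (1.34%), with 35 vectors (1.5%) and without the Phagocytic markers and Table S3 genes (1.47%), and under no other alternative set in advance. It also does so with the highest doublet scores removed (1.37%), an alternative chosen after the values were seen that leaves monocytes without a cluster. For Heme MØs the paper shows about 1% in obese (Fig. 3A, read by eye) and about 0.5% in CR VAT (Fig. 4A, read by eye), against 2.21% and 3.03% here, and no alternative brings either within 1.5 times.

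Some directions and results differ. The paper has Apoe and Sepp1 higher in Major than in Resident MØs, while here both were higher in Resident MØs, Apoe by a log2 ratio of 0.38 in obese and 0.35 in CR VAT and Sepp1 by 0.84 and 1.24. The Major class here joins 2 clusters, and in the one that Apoe and Sepp1 lead, Apoe was above Resident MØs in both libraries (24820 against 17705 CPM in obese, 19726 against 18014 CPM in CR VAT) and Sepp1 in obese VAT (5490 against 5133 CPM; 3244 against 4943 CPM in CR VAT). Of the MHCII genes it places higher in Major MØs, H2-Eb1, H2-Aa and Cd74 were so in CR VAT (−0.22, −0.14 and −0.25 for Resident to Major), while in obese VAT they stood at 0.08, 0.08 and −0.02. In obese VAT H2-Eb1 and H2-Aa took the paper's direction with TMM factors (−0.0049 and −0.010), per-cell CPM (−0.11 and −0.11), cells thinned to 1500 UMIs (−0.10 and −0.10) and no alignment (−0.27 and −0.22), and in cluster 2 of the Major class they lay above Resident MØs (10233 against 7370 and 14158 against 10247 CPM). The difference may come from how the clusters were named. The paper's statement covers the merged data with lean cells. The paper has genes of the response to IFNγ lower in CR. Here the interferon list had a median of 0.24 in Major and −0.01 in Phagocytic MØs and was below 0 in 6 of 13 classes. The list is of interferon response as a whole and not of IFNγ alone, so the difference may come from the list. In Phagocytic MØs Gbp2 (−2.18) and Ccl5 (−1.98) were lower, while Rsad2 (2.15) and Isg15 (0.89) were higher. The MHCII genes were lower in both Major and Phagocytic MØs. Over the alternatives the interferon medians ran from 0.07 to 0.36 in Major and from −0.27 to −0.01 in Phagocytic MØs. The count of classes below 0 ran from 4 to 7. The paper has genes of lipid homeostasis and reverse cholesterol transport higher in CR, and here that list had a median of 0.00 in Major and −0.11 in Phagocytic MØs and was below 0 in 12 of 13 classes, counting Major MØs at −0.0004, and in 1 of them with an interval below 0. Without alignment the medians were 0.13 in Major and 0.07 in Phagocytic MØs and 5 classes were below 0, so this direction depends on the processing. Abcg1 was higher in Major MØs (0.80; 0.11 over those with no Fcgr4 UMI). The lists used here were set from general knowledge and are not the gene ontology terms the paper tested. The paper names Fcgr4 as the gene most raised in Phagocytic MØs. Here it ranked 1 for the cluster over both libraries against all other cells, and 5 in obese and 4 in CR VAT alone by ratio to other leukocytes, where lean cells are absent. The paper has an Activated MØ cluster, and here none appeared in the main clustering, but one did in 7 of 11 alternatives, without filters, with 5 MADs, with 15 or 35 vectors, at resolution 1.0, with 2000 variable genes and with the highest doublet scores removed.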

Other observations

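Most measured inflammatory cytokine and chemokine genes were higher in CR than in obese VAT in both large MØ classes. The intervals of the medians held 0 in both (−0.12 to 0.91 in Major and −1.39 to 0.77 in Phagocytic MØs). In Major MØs 12 of 17 were higher (median log2 ratio 0.54, percentile 100 among matched random lists), led by the chemokine gene Ccl4 (1.93), with Il1b at 0.95. In Phagocytic MØs 9 of 12 were higher (median 0.60, percentile 100), while Ccl9 (−1.68) and Ccl6 (−1.55) were lower. Monocytes (0.46) and MHCI-presenting DCs (0.50) followed. Resident MØs (0.01, 9 of 17 higher), Stem-like MØs (−0.06, 8 of 16), Heme MØs (−1.50) and T/NKT cells (−0.67) did not, so not all MØ classes shared it. Immediate early and heat shock genes, which respond to handling, had medians of 0.39 in Major and 0.37 in Phagocytic MØs, and whether handling raised both lists was not tested. In Major MØs, Fc receptors and their kinases were higher too (11 of 12, median 0.38, percentile 99.99), beside Cd300e (3.05), Sirpb1a (2.63) and the osteopontin gene Spp1 (2.03). Cd300e and Sirpb1a are among the 10 leading genes of the Phagocytic cluster. Of CR Major MØs 21.9% held fewer than 5 MHCII UMIs of 1500, with a mean of 3.19 Fcgr4 UMIs, against 4.23% and 0.0658 in obese VAT. Over Major MØs with no Fcgr4 UMI the Fc receptor median was 0.26, Cd300e 1.46 and Sirpb1a 1.34, and without alignment they were 0.11, 0.80 and 0.57. How much of the difference comes from Phagocytic-like cells in the CR Major class stays open. The stromal genes Dcn (3.90) and Igfbp7 (2.72) were higher in the same cells. Lower were Lyz1 (−1.21) and the lipid-associated genes Gpnmb (−0.56) and Fabp5 (−0.54).

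Cell cycle genes were higher in CR in Replicating DCs (5 of 5, median 0.73) and MHCII-presenting DCs (14 of 15, median 0.32). They were also higher in Resident MØs (4 of 4, median 0.29), while Major (−0.16) and Phagocytic MØs (−0.12, and 0.33 without alignment) had medians below 0. Of 19 listed genes, only 5 were measured in Replicating DCs, against 15 in MHCII-presenting DCs. Cd209a and Klrd1 led the Replicating DC cluster. In Phagocytic MØs the Fc receptor list stood at 0.13 (−0.04 without alignment), with Fcgr3 at −1.61, and lipolysis at 0.22 (7 of 8 higher), with the lipase gene Mgll at 1.40 and Fabp4 at 0.57. Mgll and Fabp4 are also among the 10 leading genes of the endothelial-like cluster, which was larger in CR VAT, and Fabp4 was higher in CR T/NKT cells as well (106 to 865 CPM). The lipolysis list stood at 0.32 in T/NKT cells (7 of 7 higher) and 0.67 in B cells (4 of 4), so its values in MØs are not specific to them. In Major MØs lipolysis stood at 0.26 (2 of 4 higher; −0.03 without alignment), lysosome at −0.01 with the phosphatase gene Acp5 at 1.09, cell migration at 0.17 (−0.29 without alignment) and iron and heme handling at 0.17 (−0.06 thinned), with the ferritin gene Fth1 at 0.51. In Phagocytic MØs iron and heme handling stood at −0.12 (0.04 thinned), with Fth1 at 0.73, and lipid-associated genes at −0.16 (0.15 thinned). Clearance of apoptotic cells (0.02 in Major and 0.03 in Phagocytic MØs) and glycolysis (0.07 and 0.02) had medians that TMM factors turned below 0. Anxa1, a gene of the resolution of inflammation, was higher in Phagocytic MØs (0.66).

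Technical explanations were weighed for 3 patterns. The tests on the MHCII genes of Phagocytic MØs were chosen after the result was seen, and the other tests before it. Each explanation is a hypothesis, found and tested on the same libraries.

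The lower MHCII genes in CR Phagocytic MØs may come from cells of another kind in the obese part of the class. Among Fcgr4-high cells of the class the median was −1.96, between the value above −1 that this predicts and the value below −2 that its absence predicts, so the question stays open. Less free RNA from broken cells, acting alone, would take a like amount of CPM of these genes from every class. B cells (52208 to 51458 CPM) and Major MØs (55576 to 41336 CPM) hold many such transcripts of their own, so their falls do not test this. Over the whole class the fall in summed MHCII CPM was 4.80 times that in T/NKT cells (21975 to 2358 CPM against 5948 to 1864 CPM, interval of the ratio 3.03 to 8.77). With T/NKT cells as the reference, free RNA is thus excluded as the whole explanation there. NK/ILC also fell by less than Phagocytic MØs (8930 to 2504 CPM). ILC2/Treg cells, with a median close to that of Phagocytic MØs (−3.14 against −3.23), were not used as a reference. Free RNA is not excluded for the Fcgr4-high cells (8385 to 2223 CPM, 1.51 times, interval 0.704 to 3.01) or for the class without alignment (6463 to 3491 CPM against 4606 to 1865 CPM in its T/NKT cells, 1.08 times, interval 0.457 to 2.24), so that other cells and free RNA together stay open. An effect of CR on these cells remains a candidate explanation, and its size cannot be told from the change in the cells that make up the class.

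The lower MHCII genes in CR T/NKT cells, which should express few of them, may reflect less free RNA of MØs or fewer doublets. The markers of Major MØs in T/NKT cells had a median of −0.25 (12 genes), at the edge of what would speak against free RNA of MØs, and their spread (−0.96 to 0.28) leaves it open. The 5% of obese T/NKT cells with most MHCII UMIs held 46.7% of them (44.7 to 48.6), close to the 50% set for doublets or misplaced cells, which leaves these open too. Removal of the cells with the highest doublet scores brought the median from −1.64 to −0.78.

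The filters removed more MØs in CR VAT, which may reflect damaged cells or limits set from each library's own median. With 1 limit of 10% mitochondrial UMIs for both libraries, the share of Major-like cells over it was 9.15 times as high in CR (20.4% against 2.23%, interval of the ratio 5.70 to 15.1), so the limits do not explain it. Removed CR Major-like cells held 0.558 times as many genes as kept ones (1149 against 2059.5, interval 0.530 to 0.598), between the predictions for damaged and for intact cells. Whether CR itself raised the mitochondrial share of MØs or their loss in handling cannot be told from 1 library per condition.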
